# Wnt activation disturbs cell competition and causes diffuse invasion of transformed cells through NF-κB-MMP21 pathway

**DOI:** 10.1038/s41467-023-42774-6

**Published:** 2023-11-03

**Authors:** Kazuki Nakai, Hancheng Lin, Shotaro Yamano, Shinya Tanaka, Sho Kitamoto, Hitoshi Saitoh, Kenta Sakuma, Junpei Kurauchi, Eilma Akter, Masamitsu Konno, Kojiro Ishibashi, Ryo Kamata, Akihiro Ohashi, Jun Koseki, Hirotaka Takahashi, Hideshi Yokoyama, Yukihiro Shiraki, Atsushi Enomoto, Sohei Abe, Yoku Hayakawa, Tetsuo Ushiku, Michihiro Mutoh, Yasuyuki Fujita, Shunsuke Kon

**Keywords:** Cancer models, Mechanisms of disease, Cell biology

## Abstract

Normal epithelial cells exert their competitive advantage over RasV12-transformed cells and eliminate them into the apical lumen via cell competition. However, the internal or external factors that compromise cell competition and provoke carcinogenesis remain elusive. In this study, we examine the effect of sequential accumulation of gene mutations, mimicking multi-sequential carcinogenesis on RasV12-induced cell competition in intestinal epithelial tissues. Consequently, we find that the directionality of RasV12-cell extrusion in Wnt-activated epithelia is reversed, and transformed cells are delaminated into the basal lamina via non-cell autonomous MMP21 upregulation. Subsequently, diffusively infiltrating, transformed cells develop into highly invasive carcinomas. The elevated production of MMP21 is elicited partly through NF-κB signaling, blockage of which restores apical elimination of RasV12 cells. We further demonstrate that the NF-κB-MMP21 axis is significantly bolstered in early colorectal carcinoma in humans. Collectively, this study shows that cells with high mutational burdens exploit cell competition for their benefit by behaving as unfit cells, endowing them with an invasion advantage.

## Abstract (web summary)

The relevance of cell competition in intestinal epithelial carcinogenesis remains to be explored. Here, the authors find aberrant Wnt activation in RasV12-transformed cells reverses the directionality of cell extrusion mediated by cell competition in intestinal epithelium, causing infiltration into basal lamina rather than apical elimination of transformed cells and consequent development of invasive carcinomas.

## Introduction

Recent advances in cancer genomics have revealed that transformed cells carrying oncogenic insults are frequently produced in tissues^1,2^. However, living organisms implement self-defense mechanisms to suppress oncogenesis, with cell competition being one of the tumor-surveillance systems to remove newly emerging transformed cells^3–6^. In addition to its anti-tumorigenic role, it has become increasingly apparent that divergent physiological processes such as tissue repair, stem cell maintenance, and even aging, are governed, at least partially, by cell competition across a range of epithelial tissues^7–9^. In 1975, Morata et al. discovered that ribosomal-deficient mutants underwent apoptosis when they coexisted with normal epithelial cells in the imaginal wing disc of *Drosophila*^10^. Since this pioneering study, it has been observed in *Drosophila* that suboptimal cells with aberrant cell polarity, metabolism, membrane trafficking, and other characteristics are eliminated through competitive interactions^7,11–13^. Furthermore, recent studies have uncovered that cell competition is highly conserved in mammals, as exemplified by studies using mammalian experimental models^14–16^. In a previous study, we established a cell competition mouse model by mating LSL-RasV12-*IRES*-eGFP mice with Cre-ERT2 transgenic lines. In this model, RasV12-transformed cells are produced in a mosaic pattern within epithelial layers by the administration of low-dose tamoxifen. Using this model, we demonstrated that RasV12-transformed cells residing between normal cells are apically extruded via cell competition and are excreted along with other body waste^17^. This model serves as a valuable platform for studying the apical elimination of transformed cells in vivo and is well-suited for functional analysis of cell competition in a physiological setting^18–21^. To date, a series of studies have reported the apical extrusion of RasV12 in several mouse organs, including small intestine^17^, stomach^20^, pancreas^19^, and lung^18^. These findings indicate that the removal of transformed cells through cell competition is an innate defense system orchestrated among epithelial cells, which suppresses the accumulation of mutated lineages and reduces the risk of oncogenesis.

In general, progressive accumulation of genetic aberrations is associated with the onset of carcinogenesis^22,23^. For instance, in human colorectal cancer, the transition from normal epithelial cells to malignant cells follows a stepwise series of genetic mutations, typically involving *APC*, *Ras*, and *p53*, in a specific order^24,25^. Yet, the precise mechanism that determines the sequence of these genetic alterations remains unidentified. Moreover, the impact of accumulated oncogenic insults on cell competition is unclear. This caused us to wonder whether genetic mutations might influence the behavior of transformed cells in a competitive environment. We reasoned that it might be possible to exploit human familial adenomatous polyposis (FAP) as a model to evaluate functional perturbation of cell competition during multi-sequential carcinogenesis. Given that mutations in the *APC* tumor suppressor gene are the most prevalent initiating insults in colorectal cancer^26^, we engineered a cell competition mouse model to sustain infrequent somatic activation of *Ras* in *APC*-mutated epithelia in a manner reminiscent of FAP and investigated the fate of transformed cells. In this study, we demonstrate that *APC*-ablation leads to a malfunction of cell competition, converting this normal homeostatic mechanism into a potential driver of tumor progression.

## Results

### Aberrant Wnt activation disturbs apical extrusion and potentiates non-cell autonomous diffuse invasion of RasV12-transformed cells into the basal lamina

To examine the effect of *APC* deficiency on the apical extrusion of RasV12-transformed cells, we utilized *APC*^*Min*^ mice, which harbor a heterozygous loss-of-functional mutation in the *APC* gene^27^. Quantitative real-time PCR (q-PCR) analysis using intestinal epithelial cells of *wild-type*- or *APC*^*Min*^-derived crypt organoid cultures confirmed a significant elevation in the expression of Wnt-targeted genes in *APC*^*Min*^ mice compared to *wild-type* mice (Supplementary Fig. 1a). In order to somatically activate the H-Ras protein in a small subset of intestinal cells in the context of APC ablation, *APC*^*Min*^ mice were bred with Villin-Cre^*ERT2*^ mice and *DNMT1*-CAG-*loxP*-STOP-*loxP*-HRas^V12^-*IRES*-eGFP mice (referred to as *APC*^*Min*^-*Villin*-*RasV12* mice) or CAG-*loxP*-STOP-*loxP*-eGFP mice (*APC*^*Min*^-*Villin*-*GFP* mice). While Villin-Cre^*ERT2*^ mice recombine Cre-responsive elements in both differentiated cells and Lgr5+ stem cells^28^, low-dose, tamoxifen-dependent, mosaic expression of transgenes was primarily restricted to terminally differentiated enterocytes, but not occur in Olfm4-positive stem cells, Wheat Germ Agglutinin (WGA)-positive paneth and goblet cells, or DCLK1-positive tuft cells (Supplementary Fig. 1b). This selective expression pattern is likely due to the higher tamoxifen sensitivity of differentiated cells compared to stem cells.

We next examined the fate of newly emerged RasV12-transformed cells in the intestinal tracts of 6–10-weeks-old mice, 3 days after tamoxifen administration. This age group was chosen to avoid aberrant activation of Wnt signaling caused by loss of heterozygosity (LOH) of the *APC* locus in older mice^29^. As a result, a substantial number of RasV12-expressing cells surrounded by normal epithelial cells were apically eliminated in *Villin*-*RasV12* mice. Interestingly, we observed a small fraction of transformed cells (1.87 ± 0.23%) undergoing basal delamination, with nuclei oriented toward the basal lamina (Fig. 1a, b). These cells were defined as basally extruded cells. Strikingly, the percentage of cells for which the above criteria were met was significantly higher in *APC*^*Min*^-*Villin*-*RasV12* mice (7.67 ± 1.03%) compared with *Villin*-*RasV12* mice, while GFP-expressing cells of *APC*^*Min*^-*Villin*-*GFP* mice were either apically or basally extruded no more often than their neighbors (Fig. 1a, b). Moreover, the basally extruded APC^Min^/RasV12-transformed cells penetrated the basement membrane and invaded the surrounding stromal tissues, where they expanded (Supplementary Fig. 2a). Importantly, these APC^Min^/RasV12 cells were negative for Ki-67 staining, a surrogate marker for cell proliferation, ruling out the possibility of growth-stimulated overcrowding as the cause of their delamination (Supplementary Fig. 2b). These findings collectively suggest that Wnt activation disrupts cell competition, resulting in promoted basal extrusion of RasV12-transformed cells in vivo. Furthermore, basal extrusion of APC^Min^/RasV12 cells occurred with a similar frequency throughout the small intestine, from duodenum to ileum (Supplementary Fig. 3a, b). Consistent with the in vivo observations, experiments using intestinal organoids also revealed basal extrusion of APC^Min^/RasV12 cells under the condition of low-dose tamoxifen, while that of APC^Min^/GFP or RasV12-single mutated cells was rarely observed (Fig. 1c, d). Three-dimensional modeling of APC^Min^/RasV12-transformed organoids highlighted elongating, protruding transformed cells that were basally exterminated (Fig. 1e). Importantly, when RasV12 mutants were predominantly induced in *APC*^*Min*^ organoids using high-dose tamoxifen, the frequency of both apical and basal extrusion was drastically reduced in various cluster-forming transformed cells, in a density-dependent fashion (Fig. 1f, g). These results emphasize that the presence of surrounding *APC*-ablated cells is necessary for APC^Min^/RasV12 cells to be expelled from the epithelia, indicating that extrusion of transformed cells occurs non-cell autonomously.

**Fig. 1:**
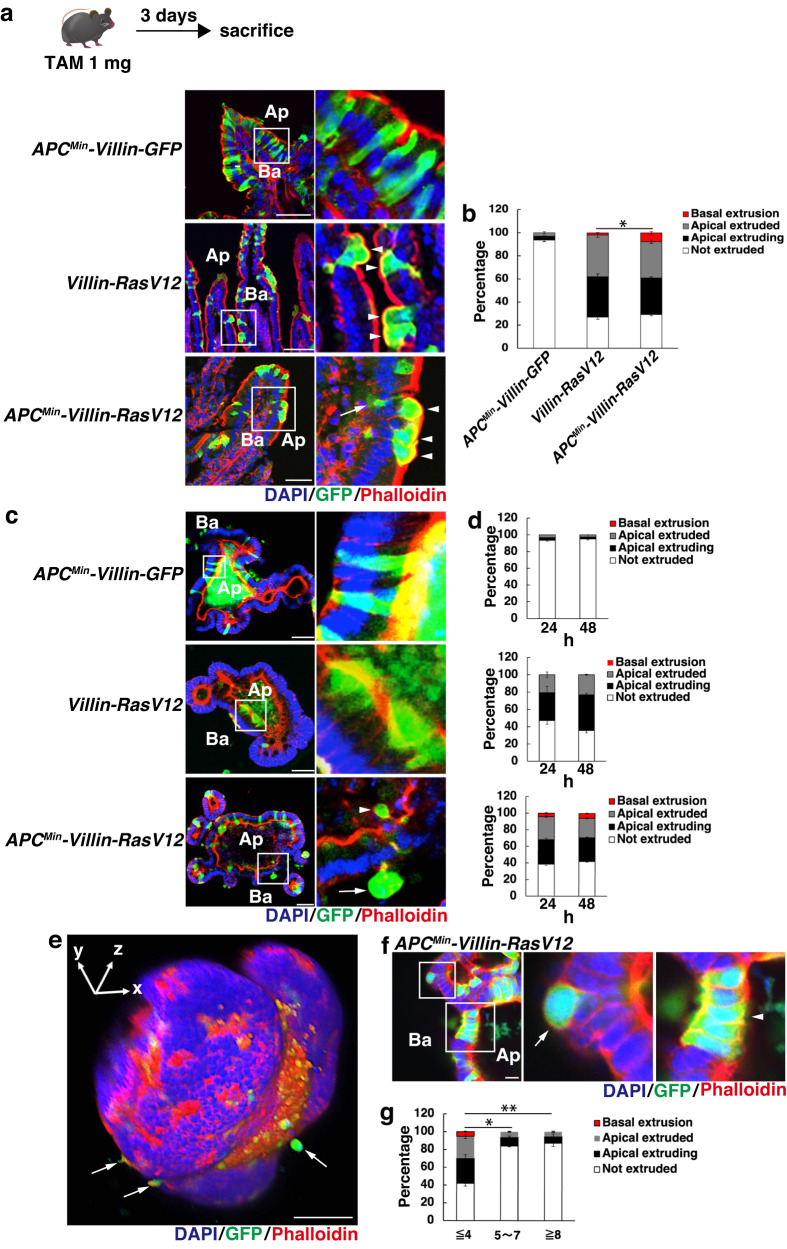
APC^Min^/RasV12-transformed cells are basally delaminated in a non-cell autonomous fashion. **a**, **c**, **e**, **f** Confocal microscopic images of intestinal villi (**a**) or intestinal organoids (**c**, **e**, **f**) from *APC*^*Min*^*-Villin-GFP*, *Villin-RasV12*, or *APC*^*Min*^*-Villin-RasV12* mice. In **a**, *APC*^*Min*^*-Villin-GFP*, *Villin-RasV12*, or *APC*^*Min*^*-Villin-RasV12* mice were injected with low-dose tamoxifen and were sacrificed 3 days later. Frozen sections were stained with DAPI (blue), anti-GFP antibody (green), and phalloidin (red). In **c**, **e**, **f**, intestinal organoids from *APC*^*Min*^*-Villin-GFP*, *Villin-RasV12*, or *APC*^*Min*^*-Villin-RasV1*2 mice were treated with 100 nM (**c**, **e**) or 1 μM tamoxifen (**f**) and cultured for the indicated times (**d**) or 24 h (**e**, **f**). Ba and Ap stand for the basal and apical sides, respectively (**a**, **c**, **f**). White squares in the left images are magnified in the corresponding right panels (**a**, **c**, **f**). White arrowheads depict the apically extruded cells whereas white arrows indicate the basally extruded cells, respectively (**a**, **c**, **e**). In (**f**), An arrow indicates a single transformed cell that is basally extruded (left magnified image) while the clustered transformed cells that are not extruded are depicted by an arrowhead (right magnified image). Scale bars, 50 μm (**a**, **c**), 100 μm (**e**), and 10 μm (**f**). **b**, **d**, **g** Quantification of apical and basal extrusion of transformed cells in small intestine (**b**) or intestinal organoids (**d**, **g**). ‘Not extruded’ indicates cells remaining within epithelium. ‘Apical extruding’ indicates apically extruding cells, with their nucleus apically shifted, that are still attached to the basement membrane. ‘Apical extruded’ indicates cells completely detached from the basement membrane and ‘Basal extrusion’ indicates cells delaminating into the basal lamina. Data are mean ± s.e.m. *n* = three independent experiments. *P = 0.0054 for basally extruded cells between RasV12- and APC^Min^/RasV12-expressing cells (**b**), unpaired two-tailed *t*-test. In **g**, the clusters are categorized by the number of APC^Min^/RasV12 cells present in each cluster. Data are mean ± s.e.m. *n* = three independent experiments. *P = 0.0037; **P = 0.0007 for cells with extrusion, unpaired two-tailed *t*-test.

To validate that the effect of APC mutation on cell competition is primarily driven by Wnt activation, we employed a tissue injury model^30^. Treatment with indomethacin resulted in significant damage to the small intestinal tissues, resulting in a gradual reduction in body weight. However, the mice began to recover approximately 3 days after the injury (Supplementary Fig. 4a). At 8 days post-injury, we observed a marked elevation in Wnt activity (Supplementary Fig. 4b). Importantly, basal extrusion of RasV12-transformed cells was significantly enhanced compared to non-injured mice, providing further evidence that Wnt activation is the underlying cause of basal delamination of transformed cells in a competitive environment (Supplementary Fig. 4c, d).

### *APC*^*Min*^*-Villin-RasV12* mice develop invasive carcinomas

We then tracked the fate of APC^Min^/RasV12-transformed cells as they invaded the lamina propria long after RasV12 expression. At 21 days after tamoxifen administration, both *Villin-RasV12* mice and *APC*^*Min*^*-Villin-GFP* mice displayed no overt phenotypes, with GFP-expressing cells having disappeared due to the rapid turnover of intestinal epithelial cells (Fig. 2a). In marked contrast, *APC*^*Min*^*-Villin-RasV12* mice succumbed to intestinal transformation, with GFP-positive APC^Min^/RasV12 cells being confined in the stroma of upper villi (Fig. 2a). Notably, no microscopically detectable architectural deformities in the form of benign adenomatous tumors (adenoma) were observed in proximity to tumors. This implies that cancer cells were generated directly from the normal mucous membrane through the diffuse infiltration of transformants. Furthermore, the stromal cell nests appeared histopathologically undifferentiated, lacking forming glandular ducts, being different from signet-ring cell carcinomas or neuroendocrine neoplasms, and most nearly resembling diffuse-type carcinomas observed in human^31,32^. By 36 days, APC^Min^/RasV12 cells had further invaded the submucosa and even the muscle layer (Fig. 2b). Notably, these cells invaded cohesively, as evidenced by the sustained expression of E-cadherin in the invasive cells (Fig. 2b).

**Fig. 2:**
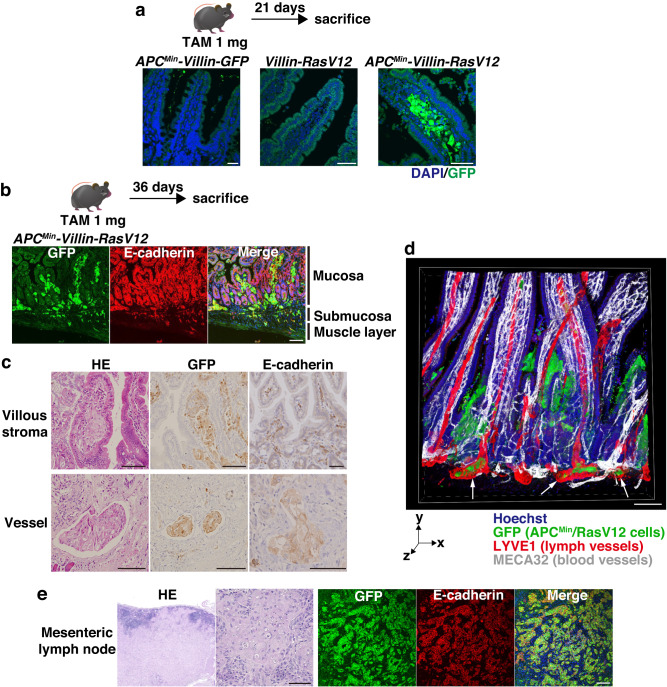
APC^Min^/RasV12-transformed cells develop into diffusive carcinomas and invade lymphatic vessels. **a**, **b** Confocal microscopic images of intestinal villi from *APC*^*Min*^*-Villin-GFP*, Villin-RasV12, or *APC*^*Min*^*-Villin-RasV12* mice. *APC*^*Min*^*-Villin-GFP*, *Villin-RasV12*, or *APC*^*Min*^*-Villin-RasV12* mice were injected with 1 mg tamoxifen and were sacrificed 21 days (**a**) or 36 days (**b**) later. Frozen sections were stained with DAPI (blue), anti-GFP antibody (green), and E-cadherin (red, **b**). **c** HE and immunostaining of intestinal villi from *APC*^*Min*^*-Villin-RasV12* mice bearing carcinomas 42 days after RasV12 expression. Paraffin-embedded sections were processed for HE staining or were stained with GFP or E-cadherin antibody (brown). **d** 3D image of whole mount-stained intestinal villi from *APC*^*Min*^*-Villin-RasV12* mice bearing carcinomas. A fixed sample was stained with Hoechst 33342 (blue), GFP (green), LYVE1 (red), and MECA32 (white). White arrows depict APC^Min^/RasV12 cells that invade lymph vessels. **e** HE and immunostaining of mesenteric lymph nodes of *APC*^*Min*^*-Villin-RasV12* mice. Paraffin-embedded sections were processed for HE staining or were stained with DAPI (blue), GFP (green), and E-cadherin antibody (red). Scale bars, 50 μm (**a**, **c**, **e**) and 100 μm (**b**, **d**).

These findings prompted us to thoroughly characterize the properties of APC^Min^/RasV12-malignant cells by evaluating the expression of several markers (Supplementary Fig. 5a). APC^Min^/RasV12 carcinoma cells did not show positive staining for AB-PAS. Additionally, they expressed Sox9 (an intestinal progenitor marker) at the lowest level while maintaining the CDX2 expression (an intestinal lineage marker). In contrast, typical adenoma cells produced in elderly *APC*^*Min*^*-Villin-GFP* mice displayed the opposite expression pattern, being positive for AB-PAS staining, exhibiting high levels of Sox9 expression, and reduced CDX2 expression. Immunostaining for Ki-67 demonstrated that carcinoma cells showed moderate growth stimulation, in sharp contrast to the highly proliferative status of adenoma cells. This would reflect a stress-resistant status of APC^Min^/RasV12 cells to survive in a harsh stromal environment. Furthermore, APC^Min^/RasV12 cells did not express synaptophysin or chromogranin, markers for enteroendocrine cells, confirming that they were not derived from enteroendocrine cells (Supplementary Fig. 5b). These results indicate that Wnt-induced perturbation of cell competition leads to the generation of highly invasive, unique carcinoma cells derived from terminally differentiated cells, and follow a distinct histopathogenesis pathway from the well-known adenoma-carcinoma sequence. Importantly, APC^Min^/RasV12-positive adenomatous structures, where GFP-positive transformants occupied positions ranging from crypts to differentiated tips of villi, were also observed, albeit rarely, plausibly representing stem cell-hit lesions. Of particular interest, APC^Min^/RasV12-transformed cells actively infiltrated stromal vessels (Fig. 2c), and three-dimensional imaging of the small intestine by whole-mount staining revealed their preferential invasion of lymphatic vessels (Fig. 2d). Moreover, *APC*^*Min*^*-Villin-RasV12* mice with lymphatic invasion invariably exhibited metastasis of tumor cells to mesenteric lymph nodes (Fig. 2e). In summary, dysregulation of cell competition caused by Wnt activation can be exploited by RasV12-transformed differentiated cells to manifest diffuse invasion, resulting in the production of highly invasive carcinoma cells, which follows a distinct fate from the adenoma–carcinoma sequence.

### MMP21 regulates non-cell autonomous basal extrusion of APC^Min^/RasV12 cells

With the aim of understanding the molecular mechanism underlying the non-cell autonomous basal delamination of transformed cells, we established Madin-Darby canine kidney (MDCK) or MDCK-pTR GFP-RasV12 cells (tetracycline-inducible RasV12-expressing cells) stably expressing a mCherry-conjugated β-catenin mutant (β-cat ΔN) to mimic Wnt activation in vitro (Fig. 3a). This mutant lacks the N-terminal 131 amino acids and fails to undergo GSK3β-mediated degradation, thereby resulting in constitutive activation of Wnt signaling^33^. We confirmed that MDCK cells expressing a β-cat ΔN mutant (referred to as β-cat ΔN cells) and MDCK-pTR GFP-RasV12 cells expressing the same mutant (referred to as β-cat ΔN/RasV12 cells) exhibit comparable Wnt activation by TOP FLASH reporter assay (Fig. 3b). When β-cat ΔN/RasV12-transformed cells were co-cultured with β-cat ΔN cells at a ratio of 1:50, a sizeable fraction of β-cat ΔN/RasV12 cells underwent basal extrusion into the collagen matrix over time, while the number of apically extruded cells or dead cells slightly increased compared to β-cat ΔN/RasV12 cells cultured alone (Fig. 3c, d). In addition, we found that β-cat ΔN/RasV12-transformed cells surrounded by themselves remained within epithelia, indicating that the presence of surrounding β-cat ΔN cells greatly accelerated basal extrusion of β-cat ΔN/RasV12 cells. Thus, we successfully phenocopied the salient feature of cell density-dependent basal extrusion of APC^Min^/RasV12 cells in vitro.

**Fig. 3:**
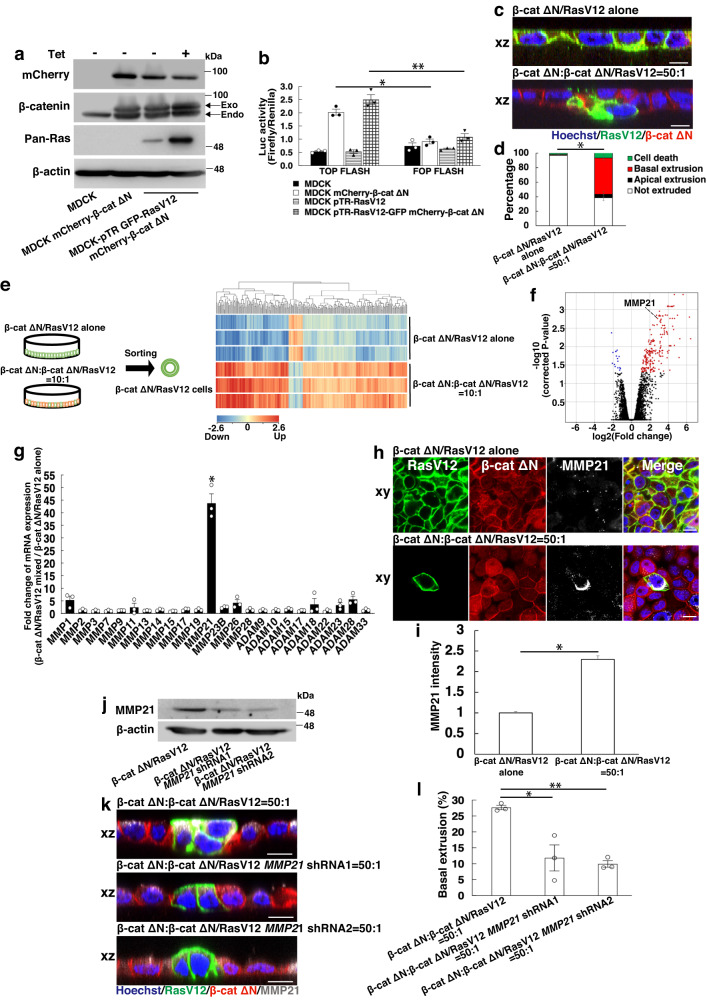
MMP21 plays a crucial role in basal extrusion of β-cat ΔN/RasV12 cells surrounded by β-cat ΔN cells. **a,** **b** Establishment of MDCK mCherry-β-cateninΔ131 and MDCK-pTR GFP-RasV12 mCherry-β-cateninΔ131 cells. **a** Constitutive expression of mCherry-β-cateninΔ131 and tetracycline-induced expression of RasV12. **b** TOP FLASH reporter assay. Indicated cell lines were co-transfected with TOP FLASH or FOP FLASH and Renilla expressing vector, and subjected to measurement of luciferase activity. Data are mean ± s.e.m. *P = 0.0015; **P = 0.0032, unpaired two-tailed *t*-test; *n* = three independent experiments. **c** Immunofluorescence images of β-cat ΔN/RasV12 cells cultured alone or surrounded by β-cat ΔN cells. **d** Quantification of cell fates of β-cat ΔN/RasV12 cells cultured alone or surrounded by β-cat ΔN cells. Data are mean ± s.e.m. *n* = three independent experiments. *P = 0.0190 for basal extrusion between two conditions, unpaired two-tailed *t*-test. **e** Experimental design and heatmap for differentially expressed genes between β-cat ΔN/RasV12 cells cultured alone and β-cat ΔN/RasV12 cells co-cultured with β-cat ΔN cells. **f** Volcano plot showing the distribution of fold changes and corrected *P*-values calculated by unpaired two-tailed *t*-test in β-cat ΔN/RasV12 cells mixed with β-cat ΔN cells compared with a single culture. The red or blue dots represent upregulated or downregulated genes with statistical significance, respectively. The upregulated and downregulated genes are shown in Supplementary Data 1. **g** q-PCR analysis of MMP-related metalloproteases. β-cat ΔN/RasV12 cells were co-cultured with β-cat ΔN cells or cultured alone, and subjected to q-PCR analysis. Values are shown as fold change relative to β-cat ΔN/RasV12 cells cultured alone. Data are mean ± s.e.m. *n* = three independent experiments. *P = 0.0221, unpaired two-tailed *t*-test. **h** Immunofluorescence images of MMP21. β-cat ΔN/RasV12 cells were cultured alone or co-cultured with β-cat ΔN cells in the presence of 2.5 μg ml^−1^ BFA. Cells were stained with Hoechst 33342 (blue) and anti-MMP21 antibody (white). **i** Quantification of fluorescence intensity of MMP21. Values are expressed as a ratio relative to β-cat ΔN/RasV12 cells cultured alone. Data are mean ± s.e.m. *P < 0.001, unpaired two-tailed *t*-test; *n* = 286 and 284 cells pooled from three independent experiments. **j** Establishment of MDCK-pTR GFP-RasV12 mCherry-β-cateninΔ131 cells stably expressing *MMP21* shRNA1 or *MMP21* shRNA2. Knockdown of *MMP21* was confirmed by western blotting. **k** Immunofluorescence images of β-cat ΔN/RasV12 cells, β-cat ΔN/RasV12 cells expressing *MMP21* shRNA1 or *MMP21* shRNA2 surrounded by β-cat ΔN cells. Scale bars, 10 μm (**c**, **h**, **k**). **l** Quantification of basal extrusion. Data are mean ± s.e.m. *n* = three independent experiments. *P = 0.0186; **P = 0.0001, unpaired two-tailed *t*-test.

We next wondered whether Wnt-activated cells would be eliminated by cell competition upon the emergence of Wnt-transformed cells within normal epithelia. To address this question, we established MDCK cells stably expressing doxycycline-inducible β-cat ΔN cells (Supplementary Fig. 6a). After 16 h of doxycycline treatment, Wnt signaling was profoundly activated (Supplementary Fig. 6b). However, we did not observe any apparent “loser” phenotypes such as cell extrusion or cell death when β-cat ΔN cells were surrounded by normal MDCK cells (Supplementary Fig. 6c, d). This indicates that Wnt activation alone does not confer loser status, at least under these experimental conditions. It is worth noting that in other systems, such as zebrafish or hair follicles of mice, cells with activated Wnt signaling have been reported to be expelled from tissues via cell competition^34,35^, suggesting that the removal of Wnt mutants by cell competition may be context-dependent.

To uncover the underlying molecular mechanism whereby Wnt activation potentiates basal extrusion of β-cat ΔN/RasV12-transformed cells, we conducted microarray analyses to search for differentially expressed genes in β-cat ΔN/RasV12 cells when co-cultured with β-cat ΔN cells (the data were deposited into the Gene Expression Omnibus (GEO) under accession number GSE217830). Among the top upregulated genes, we identified MMP21, a member of the matrix metalloproteases (MMPs) superfamily (Fig. 3e, f). MMPs play crucial roles in tumor progression by degrading and remodeling extracellular matrix (ECM), facilitating the invasion of malignant cells into stomal tissues^36^. This led us to assess expression levels of other MMP molecules by q-PCR analysis, which revealed that MMP21 was by far the most abundant MMP expressed in β-cat ΔN/RasV12 cells co-cultured with β-cat ΔN cells (Fig. 3g). These findings suggest that MMP21 may have a unique function among MMPs and could represent a particular target for the treatment of diffuse-type carcinomas. Immunofluorescence analysis, however, did not show overt alteration in endogenous MMP21 expression. MMP21 is synthesized as a 62-kDa proprotein, which is then activated through cleavage of the prodomain by furin or related proteases, resulting in the secretion of the active 49-kDa protease into the extracellular milieu^37^. For this reason, we surmised that synthesized MMP21 is rapidly secreted out of cells, making it difficult to observe intracellular MMP21. To circumvent this difficulty, we hampered the transport machinery by treating cells with brefeldin A (BFA). This manipulation led to the accumulation of MMP21 in β-cat ΔN/RasV12 cells when surrounded by β-cat ΔN cells, whereas MMP21 levels in β-cat ΔN/RasV12 cells cultured alone in the presence of BFA elevated to a lesser extent (Fig. 3h, i). Human *MMP21* is the most recently cloned MMP gene^38^, and its physiological function, including substrate specificity, is not fully understood. Based on its amino acid sequence, MMP21 cannot be classified as a collagenase, gelatinase, stromelysin, matrilysin, or membrane-type MMP^38^. To set out to characterize the proteolytic capabilities of MMP21, we produced a recombinant protein of the catalytic domain of MMP21 using *E. coli* since the latent MMP21 protein is catalytically inert (Supplementary Fig. 7a). This recombinant protein was incubated with various ECMs, which are principal constituents of connective tissues. The catalytic domain of MMP21 extensively degraded collagen type IV and digested collagen type I and fibronectin, generating both small and large fragments. In contrast, laminin was resistant to hydrolysis, suggesting that MMP21 is a competent Zn^2+^-dependent endoproteinase with unique specificity for certain substrates (Supplementary Fig. 7b). To examine the functional involvement of MMP21 in basal extrusion of transformants, we generated β-cat ΔN/RasV12 cells stably expressing MMP21 short-hairpin RNA (shRNA) (Fig. 3j). *MMP21*-knockdown profoundly prevented the basal extrusion of β-cat ΔN/RasV12 cells (Fig. 3k, l), highlighting an active role of MMP21 in the non-cell autonomous basal extrusion of transformed cells. To bolster evidence for the requirement of MMP21 in this process, we investigated the effect of a Pan-MMP inhibitor, GM6001, and found that the frequency of basal extrusion was compromised to the same extent as *MMP21*-knockdown (Supplementary Fig. 7c, d).

We further investigated the functional relevance of MMP21 in the basal invasion of APC^Min^/RasV12 cells in vivo. To begin with, we examined MMP21 expression in intestinal epithelia and observed profound upregulation of MMP21 in RasV12-expressing cells that were produced mosaically within the APC^Min^-mutated epithelia, but not in GFP-expressing cells nor in single RasV12-transformed cells (Fig. 4a). To investigate the cell density-dependent effect on MMP21 expression, intestinal organoids derived from *APC*^*Min*^*-Villin-RasV12* mice were treated with either low-dose or high-dose tamoxifen. Mosaic expression of RasV12 mutants under the APC^Min^-background induced elevated expression of MMP21, but not in APC^Min^/RasV12 cells surrounded by one another, nor in APC^Min^/GFP cells or RasV12 cells (Fig. 4b), recapitulating the cell density-dependent upregulation of MMP21 in APC^Min^/RasV12 cells. It is worth noting that MMP21 was upregulated not only in basally extruded cells but also in cells remaining within the epithelia or even apically extruding cells. This suggests that the elevated expression of MMP21 alone is not sufficient to redirect transformed cells to undergo basal delamination, but rather it promotes this process as one of the priming factors. To examine the functional significance of MMP21 in basal delamination from normal mucosa, we utilized MMP21-deficient mice (Fig. 4c–f). Although the majority of the progeny (93.9%; *n* = 132 mice) died immediately after birth, likely due to congenital heart disease caused by MMP21 abrogation^39,40^, we analyzed the *APC*^*Min*^*-Villin-RasV12-MMP21 KO* mice that were born healthy, grew normally, and did not exhibit apparent diseases. Consequently, *MMP21*-deficient APC^Min^/RasV12 cells were incompetent to drive the basal extrusion of transformed cells (Fig. 4g, h). These results collectively demonstrate that MMP21 is one of the molecules that govern the diffuse invasion of transformed cells.

**Fig. 4:**
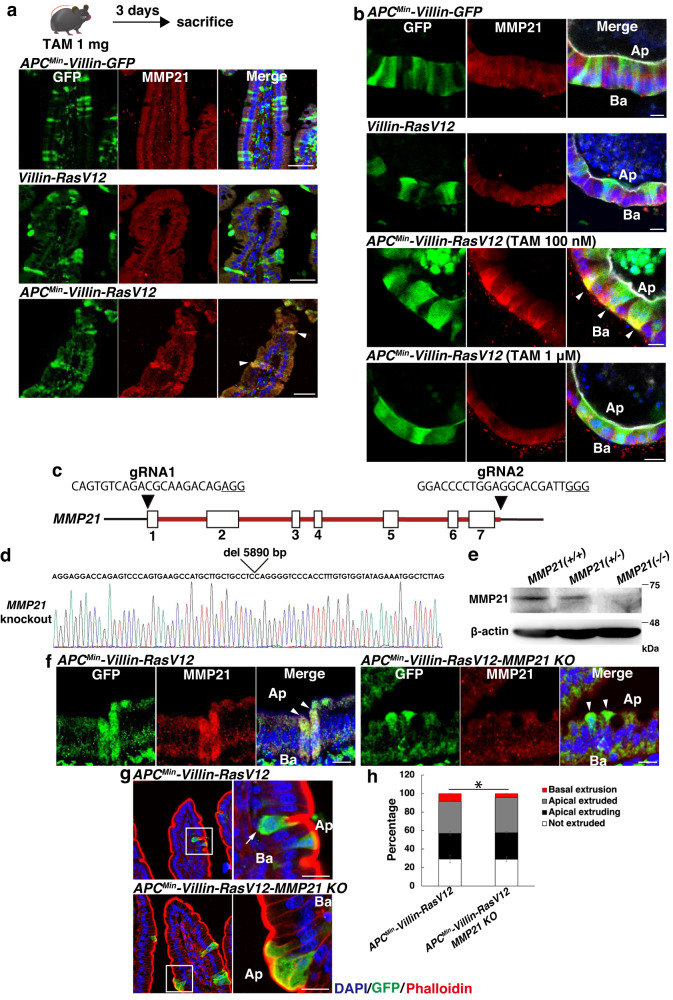
MMP21 promotes the non-cell autonomous basal invasion of APC^Min^/RasV12-transformed cells in vivo. **a**, **b** The non-cell autonomous upregulation of MMP21 in APC^Min^/RasV12 cells. **a** Immunofluorescence images of MMP21 in intestinal villi. *APC*^*Min*^*-Villin-GFP*, *Villin-RasV12*, or *APC*^*Min*^*-Villin-RasV12* mice were injected with tamoxifen and were sacrificed 3 days later. Paraffin-embedded sections were stained with DAPI (blue), anti-GFP antibody (green), and anti-MMP21 antibody (red). **b** Immunofluorescence images of MMP21 in intestinal organoids from *APC*^*Min*^*-Villin-GFP*, *Villin-RasV12*, or *APC*^*Min*^*-Villin-RasV12* mice at 24 h after tamoxifen treatment. Arrowheads indicate APC^Min^/RasV12-transformed cells with elevated MMP21 expression (**a**, **b**). **c**–**h** Effect of *MMP21*-knockout on basal extrusion of APC^Min^/RasV12 cells. **c** Strategy for the CRISPR-mediated *MMP21*-targeted mice. Physical maps of the murine *MMP21* gene locus and sgRNA sequences are shown. The red line indicates the targeted region. Protospacer adjacent motif (PAM) sequences are underlined. **d** Genomic sequence of *MMP21* locus from F1 generation *MMP21*-knockout mice. Note that 5890 bp covering Exon 1–Exon 7 of the *MMP21* gene is deleted. **e** Western blot analysis of protein lysates prepared from intestinal tissues of *MMP21(*+*/*+*)*, *(*+*/−)*, *(−/−)* genotypes. β-actin served as a loading control. **f** Immunofluorescence images of MMP21 in intestinal villi from *APC*^*Min*^*-Villin-RasV12* or *APC*^*Min*^*-Villin-RasV12-MMP21 KO* mice. Paraffin-embedded sections were stained with DAPI (blue), anti-GFP antibody (green), and anti-MMP21 antibody (red). Arrowheads indicate APC^Min^/RasV12-transformed cells. **g**, **h** Frequency of the basal extrusion of APC^Min^/RasV12 cells. **g** Immunofluorescence images of intestinal villi from *APC*^*Min*^*-Villin-RasV12* or *APC*^*Min*^*-Villin-RasV12-MMP21 KO* mice 3 days after tamoxifen injection. An arrow indicates a basally extruded cell. Ba and Ap stand for the basal and apical sides, respectively (**b**, **f,** **g**). Scale bars, 50 μm (**a**) and 10 μm (**b**, **f**, **g**). **h** Quantification of apical and basal extrusion of transformed cells. Data are mean ± s.e.m. *n* = three independent experiments. *P = 0.0004, unpaired two-tailed *t*-test.

### NF-κB signaling directly elevates MMP21 expression

To identify the upstream regulator(s) responsible for the upregulation of MMP21 expression, we initially examined the involvement of the Notch and TGF-β pathways as potential regulators of MMP21^41,42^. However, no alterations in activities of these pathways were evident by examining the transcriptional signature of β-cat ΔN/RasV12 cells co-cultured with β-cat ΔN cells, armed with the microarray datasets (Fig. 3e). Subsequently, we conducted gene-set enrichment analyses (GSEA) to gain a comprehensive overview of differentially expressed genes, and found that the production of IL-6 and chemokines substantially increased (Fig. 5a). This result is suggestive of activation of the NF-κB signaling pathway^43^, we thereby conducted a reporter assay using a plasmid with luciferase expression under the control of tandem repeats of the NF-κB transcriptional response element. Consequently, we validated the non-cell-autonomous activation of NF-κB signaling (Fig. 5b). Notably, we observed negligible activation of Wnt signaling (Supplementary Fig. 8), indicating that further enhancement of Wnt signaling does not occur in β-cat ΔN/RasV12 cells. To explore whether the upregulation of MMP21 and NF-κB activation induced in β-cat ΔN/RasV12 cells are specific to a Wnt-activated background, we performed microarray analysis to profile RasV12-single transformed cells co-cultured with normal cells, alongside RasV12 cells cultured alone (GEO accession Number: GSE236658). As a result, we did not observe a significant elevation of MMP21, and NF-κB activation was found to be negligible. These findings suggest that a Wnt-activated environment is necessary for these alterations to occur. 

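RasV12 cells are Madin-Darby canine kidney (MDCK) cells, an epithelial line of the dog, that express GFP-tagged RasV12 when tetracycline is added. The paper and the sample titles give them without the β-catenin mutant, whereas the extraction text of the labels names cells that carry it, and the paper's description is used here. RNA came from GFP-positive cells sorted after 24 h of tetracycline, from 3 cultures of RasV12 cells alone and 3 mixed cultures with normal MDCK cells. Each sample was hybridised to 1 array, in 1 colour. The paper's methods give 10 MDCK cells to 1 RasV12 cell for the mixed cultures, whereas the label of mixed replicate 2 gives 100 to 1, and the paper's ratio is used here. The authors deposited the scanner software's intensities for each spot, corrected for background but not scaled between arrays. The 43603 probes were scaled on the log2 scale to the 75th percentile of each array, which lay between 593 and 701 units of intensity. Between 60.8% and 66.4% of probes were well above background on an array, with a median of 64.3% for RasV12 cells alone and 62.1% for the mixed cultures. The number of arrays, 3 against 3, limits the precision. The 3 arrays of RasV12 cells alone were on one slide and the 3 mixed arrays on another, so slide and culture condition cannot be told apart.
The comparison covered the 26535 probes that were well above background on every array of at least 1 group. They carry 19610 different names, which include accessions where a probe had no gene symbol. With limma's moderated test and Benjamini-Hochberg adjustment (two-sided), 2978 probes differed between mixed culture and culture alone at an adjusted p under 0.05, of which 1459 were higher and 1519 lower in mixed culture. Of these, 300 differed by at least 2-fold, 200 higher and 100 lower. The median size of the 2978 differences was 0.52 on the log2 scale, against a median SD between replicates of 0.13 over all tested probes. The groups did not overlap for 37.2% of the tested probes, where chance gives 10% for 3 arrays against 3. The count moved most when single arrays were left out, falling to 7 probes without alone replicate 3 and rising to 7335 without alone replicate 1.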

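The array carries 1 probe for MMP21, annotated to the transcript ENSCAFT00000020394. Its sequence, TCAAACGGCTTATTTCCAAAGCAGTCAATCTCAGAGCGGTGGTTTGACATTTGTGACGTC, lies on the minus strand of chromosome 28 of canFam3 from 34937000 to 34937059, and the files do not say which exon it falls in. The probe was well above background on 0 of the 6 arrays, so no fold change can be given. Its processed intensity was 2.04 to 2.95 in RasV12 cells alone and 3.20 to 7.68 in mixed culture, whereas the lowest intensity of any probe well above background was 9.15 to 14.6 depending on the array. All 3 mixed values lay above the 3 alone values, for which the exact permutation test gives p = 0.1 (two-sided), the smallest p that 3 arrays against 3 allow. When no probe was left out for being dim, limma's test gave MMP21 an unadjusted p of 0.0181 and an adjusted p of 0.181.
Of 45 NF-κB target genes listed before the data were examined, 30 could be tested. Their mean log2 difference between mixed culture and culture alone was -0.07, with 10 genes higher and 20 lower (adjusted p = 0.108, limma's camera over 11 lists). The adjusted p fell to 0.0254, towards lower expression, when fry was used in place of camera. At the probe used for each gene, 1 was called higher and 2 lower over all probes, and 1 higher and 3 lower when adjusted over the list alone. A further 12 genes of the list were not well above background on every array of either group, 7 of them on none of the 6 arrays. Of the others, 2 (CCL2 and VCAM1) were so on some mixed arrays only, 1 on some alone arrays only and 2 on some of both. Without mixed replicate 1 the mean was 0.25 over 32 genes, and with no filter it was 0.07 over 42 genes. In both cases the median and the test still pointed down. For 11 cytokine and chemokine genes the mean log2 difference was 0.05, whereas the median, -0.09, and the test pointed down (adjusted p = 0.630, camera). The direction of this test turned up without mixed replicate 1 or mixed replicate 3. The mean was then 0.70 over 14 genes and 0.11 over 13 genes, with medians of -0.05 and -0.08. Without alone replicate 1 the mean was -0.05 over 12 genes. Adjusted over the list alone, 0 of these genes were called, against 1 over all probes. Another 22 genes of this list could not be tested, IL6 among them, whose probes were well above background on 0 of the arrays.
The 2 probes for RELA, which encodes p65, differed by 0.20 (adjusted p = 0.253, limma) and -0.04 (adjusted p = 0.737, limma) on the log2 scale, short of the threshold. NFKB1 was higher by 0.26 and 0.32 at its 2 probes without passing the threshold (adjusted p = 0.137 and 0.0960, limma). Without alone replicate 1, both NFKB1 probes were called higher, by 0.36 (adjusted p = 0.0149) and 0.42 (adjusted p = 0.0174), as was the first RELA probe, by 0.31 (adjusted p = 0.0263). That setting called 7335 probes in all, and leaving out any other array called none of these probes. With scaling to spike-in controls, the same RNA in every sample, the differences were 0.09 and 0.15 for NFKB1 and 0.04 for this RELA probe, none of them called. CCL20 was higher in mixed culture by 2.34 (SE 0.57, adjusted p = 0.0485, limma) and kept its call in 5 of 16 alternatives, the replicate block not among them. ICAM1 was lower at both of its probes, by -0.36 and -0.59. CFLAR was lower by -0.72 at 1 probe, with its other probe at -0.29 not called. Of 3 TNIP1 probes, 1 was called lower, at -0.33, and it was not called with the replicate block.
For the 14 tested genes of RNA sensors and Toll-like receptors (TLRs) the mean log2 difference was 0.26 (adjusted p = 0.108, camera), and 7 were higher and 3 lower adjusted over the list alone, against 4 and 2 over all probes. This list passed the threshold without alone replicate 1 (adjusted p = 0.0423) and among probes well above background on all 6 arrays (adjusted p = 0.0385). Of the 14 genes, 4 (DDX58, DHX58, IFIH1 and TRIM25) are also on the separate list of interferon-stimulated genes. DDX58, DHX58 and IFIH1 had the largest rises of the 14, so the 2 lists are not independent. DDX58, which encodes RIG-I, was higher in mixed culture by 1.20 (SE 0.13, adjusted p = 0.0131, limma) and 0.83 (SE 0.13, adjusted p = 0.0193) at its 2 probes, and TLR3 by 0.52 (SE 0.11, adjusted p = 0.0345). IFIH1 and DHX58 were higher by 1.01 and 1.46. Of 16 alternatives, TLR3 and DHX58 kept their call in 8, IFIH1 in 9 and the DDX58 probes in 11 and 10, and all 4 genes stayed higher. TRIM25 was lower by -0.33 and was not called with the replicate block. TLR1, well above background on 2 of the 3 mixed arrays, was lower in mixed culture (adjusted p = 0.0193, limma). Its bound is 2.93-fold. It sets the alone arrays' mean log2 value against each mixed array's own probe signal, or the lowest signal well above background if higher. Here the bound equals the fitted fold and leaves out the error between arrays, so it is not a firm minimum. Normexp gave a log2 difference of -0.51, and leaving out single arrays gave -1.82 to -1.39. Among the 13 tested metalloproteases of Fig. 3g, 11 were lower and the mean was -0.26 (adjusted p = 0.0593, camera; 0.0332 with the replicate block and 0.0423 without alone replicate 1). MMP13 was the 1 member called over all probes and adjusted over the list alone, with a log2 difference of -1.11 (SE 0.23, adjusted p = 0.0334, limma).

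**Figure D1:**
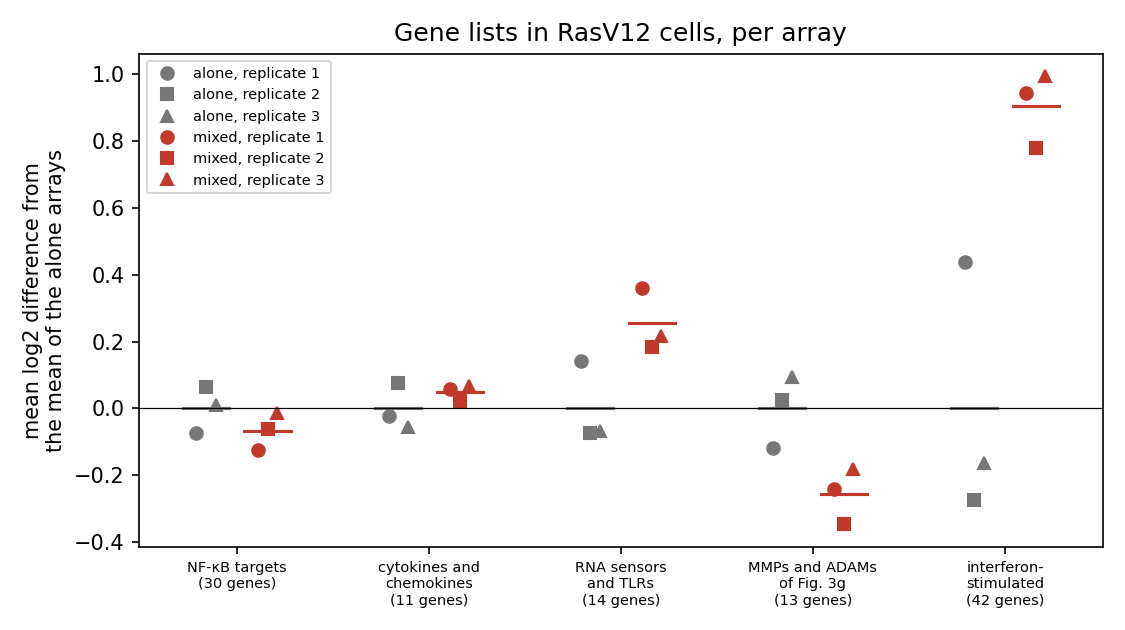
Mean log2 difference of each array from the mean of the 3 arrays of RasV12 cells alone (y axis), over the tested genes of 5 gene lists (x axis). Each point is 1 array, the horizontal bars are group means, and the mixed arrays average -0.07 for the NF-κB targets and 0.91 for the interferon-stimulated genes.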

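The paper's Supplementary Data 1 lists genes that changed in β-cat ΔN/RasV12 cells co-cultured with β-cat ΔN cells, on other arrays that were not analysed here. Its 203 entries for upregulated probes and 16 for downregulated ones were matched by probe sequence to the arrays of RasV12 cells, with the conflict in the labels over the β-catenin mutant left unresolved. Of the former, 166 could be tested, and in RasV12 cells 137 of them were higher and 29 lower in mixed culture. Their median log2 difference was 0.85 in RasV12 cells, or 0.82 with the 17 probes that were dim in 1 group set at their bound, whereas the paper's median for the same probes in β-cat ΔN/RasV12 cells is 2.32. The entries were chosen for their change on the paper's other arrays, so lower values on a second set of arrays can follow from that choice alone. With limma's test, 73 of the 166 were called higher and 4 lower. Of the 149 probes well above background on all 6 arrays, 4 rose by more than the paper gives for β-cat ΔN/RasV12 cells. All 12 testable probes of the downregulated entries were lower in RasV12 cells as well, with a median of -0.54 against the paper's -1.54, and 5 of them were called.
For MMP21 the paper's log2 difference in β-cat ΔN/RasV12 cells is 2.83, and in RasV12 cells the same probe was not well above background. The paper's values for the 2 DDX58 probes are 2.22 and 2.15 and its value for TLR3 is 1.26, all larger than the differences measured in RasV12 cells. Whether the differences of the 2 cell types are themselves different was not tested, since that needs the other arrays. From the absence of a significant rise of MMP21 and of NF-κB activation in RasV12 cells, the paper proposes that these changes require a Wnt-activated environment. It also reports, by immunofluorescence, that MMP21 did not rise in single RasV12 cells of mouse villi and organoids. In villi it found nuclear p65 unaffected in such cells.

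**Figure D2:**
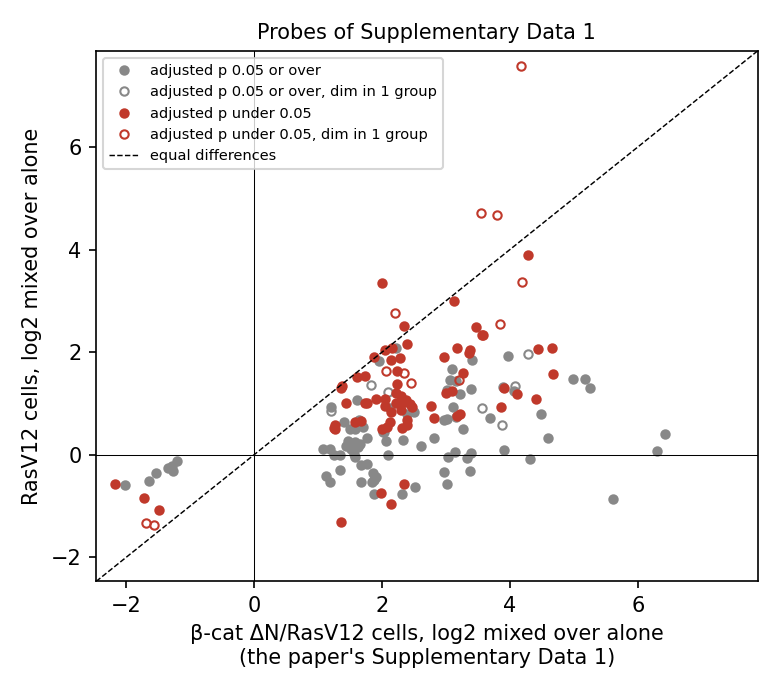
Log2 difference between mixed culture and culture alone for the probes of Supplementary Data 1, with the paper's value for β-cat ΔN/RasV12 cells on the x axis and the value measured in RasV12 cells on the y axis. Each point is 1 probe, red at an adjusted p under 0.05 in RasV12 cells and open where the probe was dim on an array, where the plotted value is fitted and not a bound; most points lie between 0 and the line of equal differences.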

To investigate the functional relevance of the NF-κB pathway in MMP21-mediated diffuse invasion of transformed cells, we treated the cells with BAY 11-7082, an inhibitor of NF-κB that targets IκB kinase (IKK). Consequently, BAY 11-7082 substantially diminished the cell density-dependent upregulation of MMP21, suggesting that NF-κB signaling acts as an upstream regulator of MMP21 expression (Fig. 5c, d). We next queried whether the NF-κB complex directly regulates MMP21 transcription. To this end, we performed chromatin immunoprecipitation (ChIP) assay followed by q-PCR using primers encompassing the promoter region of the *MMP21* locus, which contains the predicted p65 binding sequence according to the JASPAR2014 program (Fig. 5e). The ChIP q-PCR experiments demonstrated that activation of NF-κB signaling by TNF-α treatment significantly increased the association of p65 with the promoter region of *MMP21*, indicating direct regulation of MMP21 expression by the NF-κB signaling pathway (Fig. 5e). Furthermore, inhibition of NF-κB signaling profoundly suppressed the basal extrusion of β-cat ΔN/RasV12 cells co-cultured with β-cat ΔN cells, and adversely enhanced their apical elimination in a dose-dependent manner (Fig. 5f, g). These results indicate that NF-κB signaling is crucial in determining the direction of cell extrusion, and its activation redirects transformed cells toward basal delamination, with MMP21 being one of the downstream targets.

**Fig. 5:**
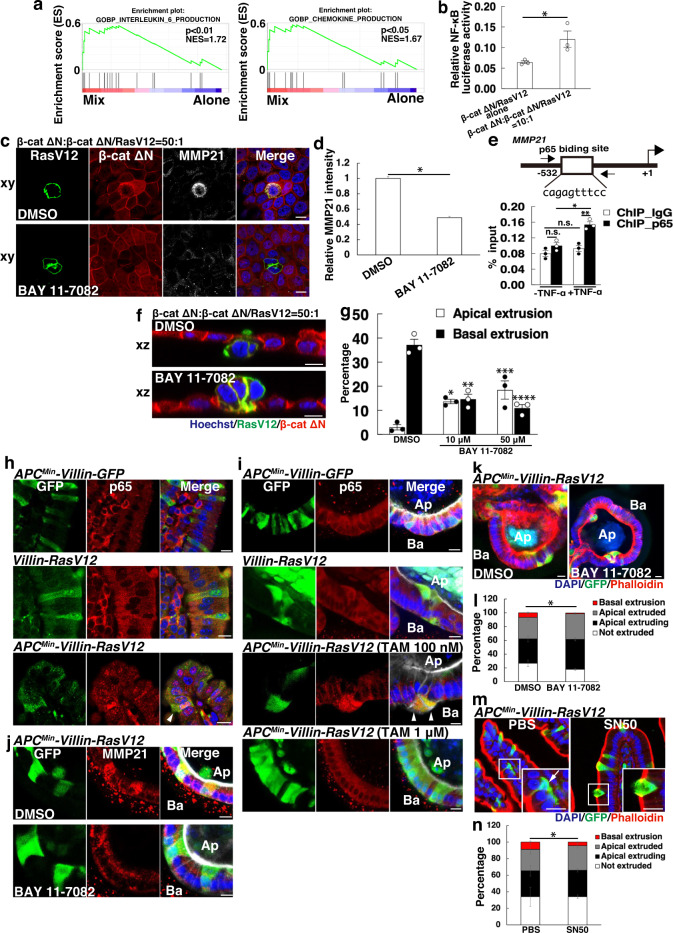
NF-κB signaling governs basal extrusion of transformed cells via MMP21 upregulation. **a**, **b** Enhanced NF-κB activity in β-cat ΔN/RasV12 cells co-cultured with β-cat ΔN cells. **a** GSEA plot showing a significant correlation between the transcriptional profile of β-cat ΔN/RasV12 cells co-cultured with β-cat ΔN cells and IL-6 or chemokine production gene signatures. The *P*-values were calculated based on a two-sided permutation test. **b** NF-κB reporter assay. β-cat ΔN/RasV12 cells were co-transfected with NF-κB luciferase reporter and Renilla expressing vector and were co-cultured with β-cat ΔN cells or cultured alone. Cells were then subjected to measurement of luciferase activity. Data are mean ± s.e.m. *n* = three independent experiments. *P = 0.0498, unpaired two-tailed *t*-test. **c**–**g** Effect of BAY 11-7082 on MMP21 expression and cell fates of β-cat ΔN/RasV12 cells. **c** Immunofluorescence images of MMP21 in the absence or presence of BAY 11-7082. β-cat ΔN/RasV12 cells were mixed with β-cat ΔN cells in the presence of BFA and were treated with DMSO or BAY 11-7082. Cells were stained with Hoechst 33342 (blue) and anti-MMP21 antibody (white). **d** Quantification of fluorescence intensity of MMP21. Values are expressed as a ratio relative to DMSO treatment. Data are mean ± s.e.m. *P < 0.001, unpaired two-tailed *t*-test; *n* = 418 and 420 cells pooled from three independent experiments. **e** p65 ChIP assay. An illustration of the p65 binding site within dog *MMP21* promoter region is shown in the upper picture. Effect of TNF-α on the recruitment of p65 NF-κB to *MMP21* promoter region is shown (lower panel). Data are mean ± s.e.m. *n* = three independent experiments. *P = 0.0069; **P = 0.0046, unpaired two-tailed *t*-test. **f** Immunofluorescence images of β-cat ΔN/RasV12 cells surrounded by β-cat ΔN cells in the absence or presence of BAY 11-7082. **g** Quantification of apical and basal extrusion in the absence or presence of BAY 11-7082. Data are mean ± s.e.m. *n* = three independent experiments. *P = 0.0018; **P = 0.0019; ***P = 0.0176; ****P = 0.0007, unpaired two-tailed *t*-test. **h**, **i** Activation of NF-κB signaling in APC^Min^/RasV12 cells. **h** Immunofluorescence images of p65 in intestinal villi. *APC*^*Min*^*-Villin-GFP*, *Villin-RasV12*, or *APC*^*Min*^*-Villin-RasV12* mice were injected with tamoxifen and were sacrificed 3 days later. Paraffin-embedded sections were stained with DAPI (blue), anti-GFP antibody (green) and anti-p65 antibody (red). **i** Immunofluorescence images of p65 in intestinal organoids from indicated mice. Arrowheads indicate APC^Min^/RasV12-transformed cells with accumulated p65 in the nucleus (**h**, **i**). **j**–**n** Effect of NF-κB inhibition on MMP21 expression and cell fates. (**j**) Immunofluorescence images of MMP21 in intestinal organoids from *APC*^*Min*^*-Villin-RasV12* mice in the absence or presence of BAY 11-7082. **k** Immunofluorescence images of intestinal organoids treated with 100 nM tamoxifen and cultured for 24 h in the absence or presence of BAY 11-7082. Ba and Ap stand for basal and apical sides, respectively (**i**–**k**). **l** Quantification of the effect of BAY 11-7082 on apical and basal extrusion ex vivo. Data are mean ± s.e.m. *n* = four independent experiments. *P = 0.0097 for basally extruded cells between DMSO- and BAY 11-7082-treated group, unpaired two-tailed *t*-test. **m** Immunofluorescence images of intestinal villi from *APC*^*Min*^*-Villin-RasV12* mice administered with PBS or SN50. Magnified images depict basal (an arrow) or apical extrusion of transformed cells from PBS- or SN50-administered mice, respectively. Scale bars, 10 μm (**c**, **f**, **h**–**k**, **m**). **n** Quantification of extrusion of APC^Min^/RasV12-transformed cells in the absence of the presence of SN50. Data are mean ± s.e.m. *n* = three independent experiments. *P = 0.0486 for basally extruded cells between PBS- and SN50-administrated group, unpaired two-tailed *t*-test.

To evaluate the activity of NF-κB signaling in vivo, we examined the expression of p65 and observed a profound accumulation of nuclear p65 in APC^Min^/RasV12 cells within the intestinal epithelia, which was otherwise unaffected in APC^Min^/GFP- or single RasV12-mutated cells (Fig. 5h). Furthermore, p65 elevation occurs in a cell density-dependent fashion, as observed in intestinal organoids where APC^Min^/RasV12 cells surrounded by APC^Min^ cells exhibited increased nuclear p65 levels whereas p65 intensity in APC^Min^/RasV12 mutants surrounded by themselves was no higher than that in RasV12 or APC^Min^/GFP cells (Fig. 5i). To investigate the impact of NF-κB signaling inhibition on MMP21 expression and the basal extrusion of APC^Min^/RasV12 cells, we treated intestinal organoids with BAY 11-7082. The treatment drastically diminished the cell density-dependent upregulation of MMP21 and counteracted the basal extrusion of APC^Min^/RasV12 cells (Fig. 5j–l). Additionally, we challenged *APC*^*Min*^*-Villin-RasV12* mice with SN50, a cell-permeable NF-κB inhibitory peptide, and observed a significant decrease in the number of basally extruded cells compared to the group administered with PBS (Fig. 5m, n). These in vivo findings support our conclusion that NF-κB signaling positively regulates basal invasion of transformed cells through MMP21 upregulation.

To elucidate the mechanisms underlying NF-κB activation, we re-analyzed the microarray data, where the expression profile of β-cat ΔN/RasV12 cells co-cultured with β-cat ΔN cells was compared to that of β-cat ΔN/RasV12 cells cultured alone (Fig. 3e). Metascape analysis revealed a marked enhancement of the innate immune response including interferon production (Supplementary Fig. 9a). Notably, the retinoic acid-inducible gene-I (RIG-I) pathway emerged as one of the top-activated pathways. Additionally, Toll-like Receptor (TLR) signaling was found to be activated, with TLR3 showing the highest upregulation among the TLR family. This led us to further investigate the expression of RIG-I (also referred to as DDX58) and TLR3. Accordingly, we performed q-PCR analysis for each transcript and observed accelerated expression of both molecules in β-cat ΔN/RasV12 cells co-cultured with β-cat ΔN cells, surpassing their expression in β-cat ΔN/RasV12 cells in homotypic setting (Supplementary Fig. 9b). As RIG-I and TLR3 are well-known pattern recognition receptors to sense intracellular DNA/RNA and potentiate the innate immune response through NF-κB pathway^44,45^, we examined the inhibitory effect of these pathways on the cell fates of transformed cells. As a result, inhibition of RIG-I or TLR3 by RIG012 or CU-CPT 4a, respectively, significantly suppressed non-cell autonomous NF-κB activation and MMP21 upregulation (Supplementary Fig. 9c–e). Moreover, the frequency of basal extrusion was reduced, while apical extrusion was adversely increased, recapitulating the effect of NF-κB inhibition (Supplementary Fig. 9f, g). In organoid cultures, treatment with RIG012 or CU-CPT 4a yielded comparable effects to those observed in vitro: suppression of NF-κB activation and MMP21 elevation, and reduction of basal extrusion (Supplementary Fig. 9h–j). Based on these findings, it is suggested that the competitive environment entails the RIG-I/TLR3-mediated innate immune response for Wnt-activated RasV12-transformed cells, priming them for basal infiltration through the NF-κB-MMP21 pathway (Supplementary Fig. 10).

### The NF-κB-MMP21 pathway is activated in early colorectal cancers in humans

Finally, we investigated whether the molecular mechanism underlying the onset of invasive carcinomas developed in *APC*^*Min*^*-Villin-RasV12* mice is involved in human colorectal cancer. However, the cancer histopathology of *APC*^*Min*^*-Villin-RasV12* mice does not mimic any specific pathological classes of regular human colorectal cancer, thereby, it is hard to obtain corresponding human clinical samples. Moreover, cell competition is the event occurring in the initial phase of carcinogenesis. We therefore collected 9 tissue specimens from patients diagnosed with early colorectal cancer who received endoscopic treatments. These samples were stained for MMP21, p65, β-catenin, or p-ERK. β-catenin and p-ERK were analyzed to assess the activity of Wnt signaling and MAPK signaling, respectively. Histological scores (H-scores) were calculated based on the percentages of positive cells showing, negative, weak, moderate, or strong staining intensity (Fig. 6a). Our analysis revealed higher expression of MMP21, nuclear β-catenin, p-ERK, and nuclear p65 compared to normal tissues (Fig. 6b). Furthermore, the H-score of MMP21 positively correlated with that of nuclear β-catenin, p-ERK or nuclear p65 in tumor tissues (Fig. 6c). In contrast, the H-scores of p-Akt and Cyclin E1, which are known to frequently increase in the relatively advanced stages of colorectal cancers^46,47^, did not correlate with the H-score of MMP21, despite their higher expression in tumors (Fig. 6b, c). Collectively, these results suggest that the NF-κB–MMP21 pathway is bolstered in early colorectal cancers with activated Wnt and MAPK signaling, potentially playing a role in the early infiltration of malignant cells in humans.

**Fig. 6:**
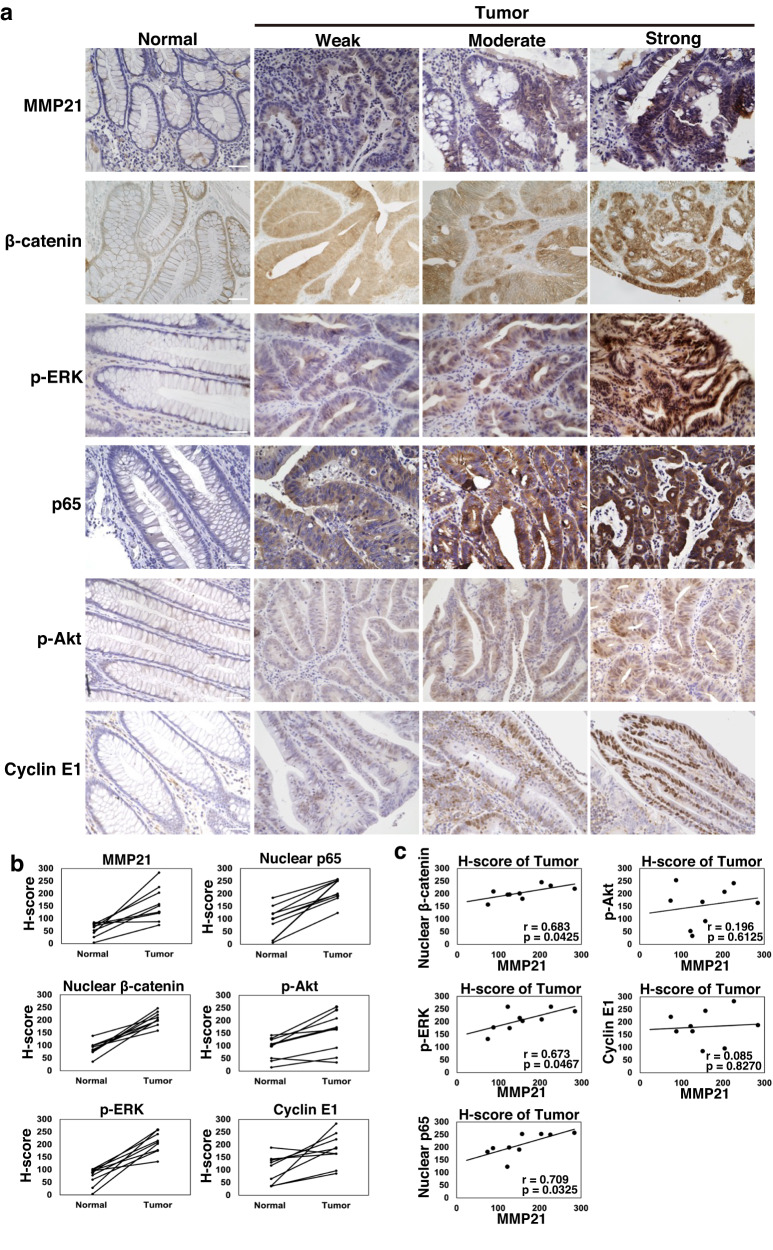
Expression of MMP21 and nuclear β-catenin, p-ERK, or nuclear p65 positively correlate in early colon cancer. **a** Representative immunostaining patterns of MMP21, β-catenin, p-ERK, p65, p-Akt, or Cyclin E1. Paraffin-embedded sections of clinical samples were stained with MMP21, β-catenin, p-ERK, p65, p-Akt, or Cyclin E1 antibody and were counterstained with hematoxylin or methyl green. Staining intensities were classified as weak, moderate, or strong. Scale bars, 20 μm. **b** Quantified H-scores of MMP21, nuclear β-catenin, p-ERK, nuclear p65, p-Akt, and Cyclin E1 in normal and tumor tissues. *n* = 9 independent patient-derived samples. **c** Correlation analysis between the H-score of MMP21 and that of nuclear β-catenin, p-ERK, nuclear p65, p-Akt, or Cyclin E1 in tumor tissues. Scatter plots of MMP21 H-score and nuclear β-catenin, p-ERK, nuclear p65, p-Akt, or Cyclin E1 H-score are shown. Correlation coefficient r and *P*-values calculated based on a t-distribution with 7 degrees of freedom are also shown.

## Discussion

There has been a surge of interest in cell competition for developing novel anti-cancer therapy. To achieve this goal, it is crucial to fully understand whether and how cell competition malfunctions during the onset of carcinogenesis. In this study, we demonstrated that preceding Wnt activation tips the balance in cell competition-induced cellular extrusion, which leads to adverse outcomes, illuminating an unanticipated outcome of cell competition.

Regarding the molecular mechanisms underlying APC^Min^-induced functional perturbation of cell competition, we carefully investigated potential cellular aberrations that could be attributed to the disoriented extrusion of RasV12-transformed cells. Previous studies have reported that spindle misorientation is associated with irregular extrusion in APC-mutated dividing crypt cells^48–50^. However, basally extruding APC^Min^/RasV12 cells observed in our study were terminally differentiated and non-proliferative enterocytes, suggesting that abnormal cell division is not responsible for basal extrusion. Also, APC is involved in the regulation of cellular polarity^51,52^. This led us to examine the localization of junctional molecules, but we did not observe any disturbances in either APC^Min^/RasV12 cells or β-cat ΔN/RasV12 cells. From a molecular standpoint, our findings indicate that activation of RIG-I and TLR3 signaling pathways potentiates NF-κB signaling in APC^Min^/RasV12 cells surrounded by APC^Min^ cells. This leads to elevated MMP21 expression, which is crucial for basal delamination. Moreover, we discovered that NF-κB signaling acts as a key determinant to switch the predominant direction of extrusion, shifting it from apical to basal. These findings align with previous studies demonstrating the role of NF-κB signaling in chronic inflammation, where it serves as a master regulator connecting inflammation and cancer, promoting cancer cell invasion^53^. While MMP21 abrogation did not fully recapitulate the phenotype observed with NF-κB inhibition, it suggests that MMP21 acts as a downstream effector of NF-κB signaling in driving diffuse invasion. Further investigation is needed to clarify how the molecular landscape is remodeled to alter the cell fates of APC^Min^/RasV12 compound mutants, which could be harnessed for therapeutic applications.

MMPs comprise a family of topologically related zinc endoproteases that degrade components of the extracellular matrix, or cause the shedding of membrane-anchored proteins and are involved in cancer, arthritis, multiple sclerosis, and cardiovascular disease^54^. Despite sharing a conserved catalytic domain containing a zinc-binding motif (HEXXHXXGXXH), substrate specificity differs widely. In this study, we demonstrated that MMP21 exerts catalytic activity against collagen type I, type IV, and fibronectin. Although the upstream regulators for MMP21 expression were unclarified, our findings indicate that NF-κB signaling directly regulates the transcription of *MMP21*. However, the fact that inhibition of NF-κB signaling does not completely abolish the non-cell autonomous upregulation of MMP21 and expression of several MMPs is also under the control of NF-κB activity suggests the involvement of additional factors beyond NF-κB signaling in the regulation of MMP21 expression^55^. Previous studies have shown that increased expression of MMP21 is associated with poor clinical outcomes in several types of cancers^56^. Additionally, in this study, we observed significant upregulation of MMP21 in early human colorectal cancers, and its expression positively correlated with NF-κB signaling, Wnt signaling, and MAPK pathways. Thus, the present study is indicative of MMP21 as a potential therapeutic target for suppressing the expansion of early-phase tumors.

The adenoma-carcinoma sequence model for colorectal cancer is broadly acknowledged^57^. Nevertheless, our mouse model delineates a distinct mode of tumourigenesis, where malignant cells are diffusively generated within otherwise histologically normal tissues without the presence of adenoma components in proximity to tumors. What causes this difference in adenoma-carcinoma cancer or the histopathogenesis of *APC*^*Min*^-*Villin*-*RasV12* mice is of particular interest. One possible explanation is the different origins of cancer cells. In this study, we engineered mice to induce RasV12 mutation in terminally differentiated enterocytes. However, it is well known that cancer arises from an incipient transformation event occurring primarily, but not exclusively, in the stem cell compartment. This is because stem cells in various organs are intrinsically vulnerable to genetic mutations due to their rapid cell division^58,59^. Hence, the current paradigm suggests that cancer arises from stem cells bearing sporadic mutation(s) that are inherited by all their progeny^60^. This renders a clonal advantage to transformed cells, leading to the development of adenomatous transition, followed by incidental production of invasive cells in later stages. Interestingly, several recent studies have reported that APC-mutated crypt clones exhibit a competitive advantage over the surrounding normal crypts, causing accelerated expansion of APC-mutated clones^61–63^. This suggests that APC-mutated crypts, which contain intestinal stem cells, act as winners in “crypt competition”. Although studies of human colorectal cancer originally put forward stem cells as the origin of the disease, several models have demonstrated that differentiated cells can also become principal contributors to tumor development^64–67^. Thus, it is tempting to speculate that differentiated cells with deleterious mutations cause different cancerous phenotypes, such as diffuse-type cancer, albeit rarely, due to the low incidence of somatic mutations in these cells. Supporting this notion, it has been estimated that patients with de novo diffuse-type colorectal cancer are quite rare or underestimated since it is barely detectable microscopically^68^. Furthermore, diffuse-type cancers generated in the digestive tract are difficult to treat, due to scarcely noticeable early symptoms and highly invasive characteristics of cancer cells. Therefore, it is of clinical significance to delineate the nature of the disease’s pathogenesis, and there is a need for sensitive, novel treatments. Whether the NF-κB-MMP21 pathway is generally relevant to other diffuse-type cancers demands future investigation.

In conclusion, our findings demonstrate that Wnt activation disrupts cell competition, and confers invasive properties on transformed cells to escape primary epithelial sites. Previous studies have also shown that the fate of transformed cells upon cell competition can differ, depending on the preceding mutation background^69,70^. This study further brings forth the prospect that cell competition constrains the order of appearance of mutations during tumor development, highlighting a link between cell competition and carcinogenesis.

## Methods

### Antibodies and materials

The following antibodies were used in this study: chicken anti-GFP (ab13970), rabbit anti-Ki-67 (ab16667), rabbit anti-DCLK1 (ab31704), rabbit anti-LYVE1 (ab14917), mouse anti-chromogranin A (ab80787) and rabbit anti-p65 (ab16502) antibodies from Abcam, mouse anti-E-cadherin (clone 36;610181), mouse anti-β-catenin (clone 14;610153) and mouse anti-Villin (clone 12;610358) antibodies from BD Transduction, mouse anti-β-actin (clone AC-74;A2228), mouse anti-Pan-Ras (clone Ras10;OP40) and rabbit anti-laminin (L9393) antibodies from Sigma, mouse anti-mCherry antibody (632543) from Clontech, rabbit anti-Olfm4 (39141), rabbit anti-p-ERK (9101), rabbit anti-NF-κB (8242), rabbit anti-IgG (2729), rabbit anti-p-Akt (4060) and mouse anti-Cyclin E1 (4129) antibodies from Cell Signaling, rat anti-MECA32 (120502) antibody from BioLegend, mouse anti-CDX2 (MU392A-UC) antibody from BioGenex, rabbit anti-Sox9 (AB5535) antibody from Millipore and mouse anti-synaptophysin antibody (413831) from Nichirei Biosciences Inc. As for anti-MMP21 antibodies, rabbit anti-MMP21 (TA322032) antibody from ORIGENE was used for western blotting of MDCK lysate whereas rabbit anti-MMP21 (55289-1) antibody from Proteintech was used for mice tissues, and rabbit anti-MMP21 (PA1-25234) antibody from Life Technologies was used for immunostaining. Alexa-Fluor-568- and -647-conjugated phalloidin (Life Technologies) were used at 1.0 U ml^−1^. Alexa-Fluor-568- and -647-conjugated secondary antibodies were from Life Technologies, Alexa-Fluor-488-conjugated anti-chicken IgY antibody was from Abcam and Alexa-Fluor-647-conjugated anti-rat IgG was from Jackson immunoResearch. Tetramethylrhodamine-conjugated WGA was purchased from Life Technologies. Hoechst 33342 (Life Technologies) was used at a dilution of 1:2,000. The following inhibitors, BAY 11-7082 from Tokyo Chemical Industry, SN50 from Cayman Chemical, GM6001 from Calbiochem, Indomethacin from Sigma, RIG012 from Axon Medchem, and CU-CPT 4a from MedChemExpress were used.

### Mice

All animal experiments were conducted under the guidelines of the Animal Care Committee of Tokyo University of Science. The animal protocols were reviewed and approved by the Tokyo University of Science Animal Care Committee (Approval number: S21027). The maximal allowable tumor burden was a 20% reduction in mouse body weight, and this threshold was not exceeded in this study. We used 6–10 weeks old C57BL/6 mice of either sex. All mice were maintained in a specific pathogen-free environment, with a gamma-ray sterilized normal diet, acidified tap water (0.002 N HCl, pH 2.5), and autoclaved wooden chip bedding within environmentally controlled clean rooms. The animal facility maintained a 12 h/12 h light/dark cycle at 23–24 °C and a humidity level between 40–50% for housing the mice. *Villin*-*Cre*^*ERT2*^ mice^28^ were crossed with *DNMT1*-CAG-*loxP*-STOP-*loxP*-HRas^V12^-IRES-eGFP mice^17^ or CAG-*loxP*-STOP-*loxP*-eGFP mice^71^ and were further mated with *APC*^*Min*^ mice^27^ to create *Villin-RasV12, APC*^*Min*^*-Villin-RasV12* or *APC*^*Min*^*-Villin-GFP* mice, respectively. Mice heterozygous for each transgene were used for experiments. We obtained the *MMP21-null* mice by CRISPR/Cas9-mediated genome engineering from Cyagen Biosciences. The 5636 bp ranging across Exon 1–7 of *MMP21* gene located on chromosome 7 was selected as a target site (Fig. 4c). Cas9 and gRNA were co-injected into fertilized eggs for *MMP21*-knockout mice production. For PCR genotyping of mice, the following primers were used: 5’-CAAGCCTGGCTCGACGGCC-3’ and 5’-CGCGAACATCTTCAGGTTCT-3’ for the *Villin*-*Cre*^*ERT2*^ mice, 5’-CACTGTGGAATCTCGGCAGG-3’ and 5’-GCAATATGGTGGAAAATAAC-3’ for the *DNMT1*-CAG-*loxP*-STOP-*loxP*-HRas^V12^-IRES-eGFP mice, 5’-CAGTCAGTTGCTCAATGTACC-3’ and 5’-ACTGGTGAAACTCACCCA-3’ for the CAG-*loxP*-STOP-*loxP*-eGFP mice, 5’-GCCATCCCTTCACGTTAG-3’, 5’-TTCTGAGAAAGACAGAAGTTA-3’ and 5’-TTCCACTTTGGCATAAGGC-3’ for the *APC*^*Min*^ mice, and 5’-TAGGAGCAAACCCAATCACTAAAG-3’, 5’-TCCCGCCTATTCTTTCTGCCCAGC-3’ and 5’-ATCAGACAGAACTATGTGTAACTC-3’ for the *MMP21 KO* mice. The expected sizes of PCR products were 220 bp for *Villin*-*Cre*^*ERT2*^, 403 bp for *DNMT1*-CAG-*loxP*-STOP-*loxP*-HRas^V12^-IRES-eGFP, 390 bp for CAG-*loxP*-STOP-*loxP*-eGFP, 619 bp and 331 bp for *APC*^*Min*^, and 565 bp for *MMP21 WT* allele and 531 bp for *MMP21 KO* allele. For culturing intestinal organoids, isolated crypts from mouse small intestines were entrapped in Matrigel (Corning) and plated in a non-coated 35-mm glass bottom dish^72^. The crypts embedded in Matrigel were covered with Advanced DMEM/F12 supplemented with N2 (Invitrogen), B27 (Invitrogen), 50 ng ml^–1^ EGF (Peprotech), 100 ng ml^–1^ Noggin (Peprotech), 1.25 mM N-Acetylcysteine (Sigma) and R-spondin conditioned medium collected from 293T-HA-Rspol-Fc cells kindly provided by Dr. Calvin Kuo (Stanford University). After 96 h culture, organoids were incubated with 100 nM or 1 μM tamoxifen (Sigma) for 24 h to induce transgenes. Subsequently, tamoxifen was washed out, and organoids were cultured for the indicated times. For in vivo experiments, 6–10 weeks old *Villin-RasV12*, *APC*^*Min*^*-Villin-RasV12*, or *APC*^*Min*^*-Villin-GFP* mice were given a single intraperitoneal injection of 1 mg of tamoxifen in corn oil (Sigma), and were then sacrificed at the indicated days after Cre activation. For inhibition of NF-κB signaling, mice were intraperitoneally injected with 5 mg kg^−1^ of SN50 daily. To induce intestinal injury, a single dose of indomethacin (12.5 mg kg^−1^, dissolved in 5% NaHCO_3_) was subcutaneously administered to cause epithelial injury in the small intestine. Control mice were injected with the vehicle alone (5% NaHCO_3_). To evaluate Wnt activity, small intestinal tissues were collected 8 days after administration. The collected tissues were digested by shaking at 37 °C for 1 h with a mixture of 0.25 mg ml^−1^ Liberase TM (Roche), 2000 U ml^−1^ DNase I (Sigma-Aldrich), 10% FBS, and 10 mM HEPES in RPMI 1640 medium (Nacalai Tesque, Inc.). The digested tissues were then passed through a 40 μm cell strainer to obtain single cells. The cell suspensions were subsequently resuspended in 2 mM EDTA, 0.5% BSA in PBS, and CD326 (EpCAM) MicroBeads (mouse) (Miltenyi Biotec) at a concentration of 10 µl per 1 × 10^7^ cells were added to them, followed by incubation at 4 °C for 15 min. After collecting the cells, EpCAM-positive epithelial cells were isolated using LS columns (Miltenyi Biotec). Total RNA was then extracted and subjected to q-PCR analysis.

### Cell culture

MDCK (a kind gift from W. Birchmeier) and MDCK-pTR GFP-RasV12 cells were used in this study^73^. To establish MDCK mCherry-β-catenin Δ131 or MDCK-pTR GFP-RasV12 mCherry-β-catenin Δ131 cells, cDNA of mCherry-β-catenin Δ131 was cloned into *BamHI* and *EcoRI* sites of a PB-EF1-MCS-IRES-Neo vector. MDCK or MDCK-pTR GFP-RasV12 cells were then transfected with PB-EF1-MCS-IRES-Neo-mCherry-β-catenin Δ131 by nucleofection (nucleofector 2b Kit L, Lonza), followed by selection in medium containing 800 μg ml^−1^ G418 (Invitrogen). MDCK cells stably expressing mCherry-β-catenin Δ131 in a doxycycline-inducible manner were established by transfecting MDCK cells with pPB-TRE3G mCherry-β-catenin Δ131, followed by selection in medium containing 5 μg ml^−1^ blasticidin (Invitrogen). To establish MDCK-pTR GFP-RasV12 mCherry-β-catenin Δ131 cells stably expressing *MMP21*-shRNAs, each shRNA sequence were cloned into *AgeI* and *EcoRI* sites of a pLKO.1 vector. The following shRNA sequences were used: *MMP21* shRNA1, 5’-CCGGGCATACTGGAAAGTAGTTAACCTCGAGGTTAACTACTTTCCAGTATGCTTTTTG-3’ and 5’-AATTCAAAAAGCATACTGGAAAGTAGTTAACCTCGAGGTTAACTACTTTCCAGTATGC-3’; *MMP21* shRNA2, 5’-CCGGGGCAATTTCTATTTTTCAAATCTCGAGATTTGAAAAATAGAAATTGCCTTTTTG-3’ and 5’-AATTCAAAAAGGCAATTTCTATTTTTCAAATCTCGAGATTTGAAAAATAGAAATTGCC-3’. MDCK-pTR GFP-RasV12 mCherry-β-catenin Δ131 cells were then infected with lentivirus carrying pLKO.1-*MMP21* shRNAs and were cultured in the 1 μg ml^−1^ puromycin-containing medium and subjected to limiting dilution. For tetracycline-inducible MDCK cell lines, 2 μg ml^-1^ of tetracycline (Sigma) was used to induce expression of RasV12 mutant except for MDCK-pTRE3G mCherry-β-catenin Δ131 cells for which 2 μg ml^−1^ of doxycycline (Sigma) was used. For immunofluorescence, cells were plated onto collagen gel-coated coverslips. Type-I collagen (Cellmatrix Type I-A) was obtained from Nitta Gelatin and was neutralized on ice to a final concentration of 2 mg ml^–1^ according to the manufacturer’s instructions. The mixture of type-I collagen and Matrigel at a ratio of 1:4 was used for evaluating basal extrusion of β-cat ΔN/RasV12 cells (Figs. 3c, d, k, l, 5f, g and Supplementary Figs. 7c, d, 9f, g).

### Immunostaining and western blotting

For immunofluorescence, MDCK-pTR GFP-RasV12 mCherry-β-catenin Δ131, MDCK-pTR GFP-RasV12 mCherry-β-catenin Δ131 *MMP21* shRNAs, MDCK-pTRE3G mCherry-β-catenin Δ131 cells were mixed with MDCK or MDCK mCherry-β-catenin Δ131 cells at a ratio of 1:50 and plated onto collagen-coated coverslips^73^. The mixture of cells was incubated for 12-24 h, followed by tetracycline or doxycycline treatment for 24 h except for analyses of basal extrusions, which were examined after 48 h of tetracycline addition. Cells were fixed with 4% paraformaldehyde (PFA) in PBS and permeabilized with 0.5% TritonX-100/PBS^74^. Primary antibodies were used at 1:100 or 1:200, and all secondary antibodies were used at 1:200. Alexa-Fluor-647-conjugated phalloidin was incubated for 1 h at an ambient temperature. For immunofluorescence using intestinal organoids, cells grown in Matrigel were incubated with Cell Recovery Solution (Corning) for 4 min before fixation with 4% PFA. After fixation, cells were permeabilized in 0.5% Triton X-100/PBS for 1 h and blocked in 1% BSA/PBS for 1 h. For immunohistochemical examinations of the small intestine, tissues were isolated, fixed with 10% formalin solution for 24 h, and embedded in paraffin or Tissue-Tek O.C.T. compound (Sakura Finetek Japan Co., Ltd.). For paraffin-embedded samples, the continuous 5 μm-thick sections were sliced. The antigen retrieval was carried out by heating slides for 40 min in 10 mM citrate (pH 6.0) solution. To carry out immunofluorescent staining, the sections were blocked with Block-Ace (DS Pharma Biomedical) and permeabilized with 0.1% Triton X-100 in PBS. For DAB staining, after primary and secondary antibody reactions, the samples were developed with DAB (Nichirei Biosciences Inc.) for 10 min, and counterstained with hematoxylin (Sakura Finetek Japan Co., Ltd.) or methyl green (FUJIFILM Wako). Subsequently, sections were dehydrated with alcohol gradient and treated with xylene to render the slice transparent. To conduct HE staining, paraffin-embedded samples were sliced, deparaffinized, and stained with hematoxylin for 3 min and stained with eosin solution (Sakura Finetek Japan Co., Ltd.) for 30 sec. For frozen samples, 10 μm-thick sections were cut on a cryostat. The sections were blocked with Block-Ace and permeabilized with 0.1% Triton X-100 in PBS. Primary or secondary antibodies were incubated overnight at 4 °C or 4 h at ambient temperature, respectively. All primary antibodies were used at 1:200, and secondary antibodies were at 1:500. Whole-mount immunostaining of mouse small intestinal villi was performed as previously described^75^. Briefly, the small intestine of mice was cut out and put longitudinally on dishes to expose the lumen. After several washes with PBS, tissues were pinned on silicon plates and then fixed with 10% Formalin Solution overnight at 4 °C. The samples were then washed with PBS several times and subsequently dehydrated with 10% sucrose in PBS for 2 h, followed by incubation with 20% sucrose and 10% glycerol in PBS overnight at 4 °C afterward. After blocking with 3% donkey serum (Jackson Immunoresearch Laboratories) in 0.5% Triton-X 100 in PBS for 2 h, samples were incubated with the indicated primary antibodies diluted in the blocking solution overnight at 4 °C, followed by secondary antibodies reaction. After washing with PBS, samples were mounted with Mowiol (Calbiochem). Immunofluorescence images of intestinal tissues and cultured cells were acquired using the Olympus FV1000 system, Nikon A1R system, or KEYENCE BZ-x800. Images were quantified using the MetaMorph software (Molecular Devices) or the ImageJ/Fiji software. For western blotting, primary antibodies were used at 1:1000^17^. The western blotting data were analyzed using ImageQuant LAS-3000 (GE Healthcare). Uncropped scans of all blots are shown in the Source Data file.

### Microarray analysis

1.2 × 10^7^ of 10:1 mix culture of MDCK mCherry-β-catenin Δ131 and MDCK-pTR GFP-RasV12 mCherry-β-catenin Δ131 cells or MDCK and MDCK-pTR GFP-RasV12 cells, and a single culture of MDCK-pTR GFP-RasV12 mCherry-β-catenin Δ131 cells or MDCK-pTR GFP-RasV12 cells were cultured in collagen type I-coated 10-cm plastic dishes. After incubation with tetracycline for 24 h, following Accutase (Nacalai Tesque, Inc.) treatment, GFP-positive cells were collected by an analytical flow cytometer FACS Aria II or Aria III (BD Life Sciences). Total RNA was extracted from the isolated cells using ISOGEN II (Nippon Gene Co., Ltd). The analysis of gene expression profiling was performed using the Canine (V2) Gene Expression Microarray, 4 × 44K (Agilent Technologies).

### Reverse transcription and quantitative real-time PCR

MDCK-pTR GFP-RasV12 mCherry-β-catenin Δ131 cells or a 10:1 mix culture of MDCK mCherry-β-catenin Δ131 and MDCK-pTR GFP-RasV12 mCherry-β-catenin Δ131 cells were cultured at a density of 1.2 × 10^7^ cells on collagen-coated 10 cm dishes (Corning). After incubation with tetracycline for 24 h, GFP-positive β-cat/RasV12 cells were separated with an analytical flow cytometer. Total RNA was extracted from the isolated cells using ISOGENII and reverse transcribed using a PrimeScript II Reverse Transcriptase (TAKARA) and Oligo(dT)15 Primer (TAKARA), Random Primer 80 nmol (TAKARA), Deoxynucleotide Mix, 10 mM Molecular Biology Reagent (Sigma), RNase Inhibitor, Recombinant (Toyobo Life Science). Luna Universal qPCR Master Mix (New England BioLabs) was used to perform q-PCR using Applied Biosystems 7500 Real-Time PCR System (Applied Biosystems) or QuantStudio 1 Real-Time PCR system (Applied Biosystems). The same procedures were conducted to evaluate Wnt-targeted genes using intestinal organoids or epithelial cells collected from the small intestine of mice. We used β-actin as a reference gene to normalize data. The primer pairs used in the above analyses are listed in Supplementary Tables 1 and 2.

### Patient samples

Early colorectal tumor specimens were provided by the Department of Pathology at the University of Tokyo Hospital. We collected 9 formalin-fixed paraffin-embedded clinical samples from patients who were diagnosed with early colorectal cancer and underwent endoscopic treatments by endoscopic mucosal resection (EMR) or endoscopic submucosal dissection (ESD) (sex, male: *n* = 6, female:*n* = 3; age, 70–82 (median = 76)). Clinical data were collected from electronic medical records. All procedures were in accordance with the ethical standards of the responsible committee on human experimentation (institutional and national) and with the Helsinki Declaration of 1964 and later versions. The institutional Review Board of Tokyo University Hospital approved the use of the above-mentioned clinical samples (no. 0542-(7)) for this study, and written informed consent was obtained from all patients.

### Reporter assay

To monitor Wnt activity, MDCK, MDCK mCherry-β-catenin Δ131, MDCK-pTR GFP-RasV12, MDCK-pTR GFP-RasV12 mCherry-β-catenin Δ131 or MDCK-pTRE3G mCherry-β-catenin Δ131 cells were co-transfected with TOP FLASH or FOP FLASH and pRL-TK (Renilla luciferase plasmid). After 24 h, cells were trypsinised, and cultured alone or co-cultured with the indicated cells for 8 h, followed by tetracycline or doxycycline treatment for 16 h. Firefly luciferase activity was measured using Dual-Luciferase Reporter assay (Promega) and normalized by Renilla luciferase activity using SpectraMax iD5 (Molecular Devices). To evaluate the activity of NF-κB signaling, MDCK-pTR GFP-RasV12 mCherry-β-catenin Δ131 cells were transfected with a pGL4.32 reporter plasmid encoding for the firefly luciferase gene under the control of promoters containing tandem NF-κB elements (Promega) along with a pRL-TK vector. Subsequently, cells were cultured alone or co-cultured with MDCK mCherry-β-catenin Δ131 cells in the absence or presence of RIG012 or CU-CPT 4a and subjected to the same procedure above.

### Purification and enzyme assay of recombinant MMP21 catalytic domain

A 474-bp fragment of the human MMP21 (171 a.a.–328 a.a.) containing catalytic domain was amplified by a PCR method with primers (In-Fusion cloning sites are underlined) fwd 5’-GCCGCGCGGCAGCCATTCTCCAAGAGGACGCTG-3’ and rev 5’-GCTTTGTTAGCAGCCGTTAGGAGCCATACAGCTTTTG-3’ using the human MMP21 cDNA in the pcDNA3.1 vector (Addgene). The amplified fragment was ligated in frame into the pET21b expression vector (Novagen) using the NEBuilder HiFi DNA Assembly kit (New England BioLabs), thereby adding a C-terminal His_6_ tag to the protein. The resulting vector was transformed into *E. coli* BL21 (DE3) cells grown in 2YT medium. MMP21 expression was induced by the addition of 0.5 mM isopropyl β-d-thiogalactopyranoside (IPTG) at OD600 = 0.6, followed by further incubation for 12–16 h at 30 °C. *E. coli* cells were collected by centrifugation and lysed with 50 mM Tris buffer (pH7.5) containing 5 mM CaCl_2_, 100 mM NaCl, 1 mM ZnSO_4,_ and protease inhibitor cocktail (Roche). Inclusion bodies were solubilized in the same buffer containing 6 M GdnHCl and 5 mM DTT, and loaded on Ni-NTA agarose resin (QIAGEN). After washing with buffer containing 15 mM imidazole, the protein-bound via the C-terminal His_6_ tag was eluted with a 50 mM Tris buffer (pH 7.5) containing 5 mM CaCl_2_, 100 mM NaCl, and 500 mM imidazole. Refolding of the recombinant protein was achieved by two-step dilution (1:32) into a 50 mM Tris buffer (pH 7.5) containing 10 mM CaCl_2_, 100 mM NaCl, 1 mM ZnSO_4_, 0.1% Brij-35, and 10% glycerol at 4 °C. Refolded MMP21 catalytic domain (1, 5, 10 or 20 μg) was incubated with collagen type I (2.175 μg), collagen type IV (1.5 μg), fibronectin (2.4 μg) or laminin (3.33 μg) in 50 mM Tris (pH 7.5) buffer containing 150 mM NaCl, 5 mM CaCl_2_ and 0.05% Brij-35 for overnight at 37 °C. The samples were analyzed by SDS–PAGE to evaluate the proteolytic activity of the MMP21 catalytic domain.

### ChIP assay

Chromatin immunoprecipitation (ChIP) was performed using the SimpleChIP Plus Enzymatic Chromatin IP Kit (Magnetic Beads, Cell Signaling Technology, 9005S) following the manufacturer’s instructions. Briefly, MDCK-pTR GFP-RasV12 mCherry-β-cateninΔ131 cells were treated with or without 10 ng ml^–1^ TNF-α for 2 h. Subsequently, cells were cross-linked with 1% formaldehyde in PBS for 10 min at room temperature and quenched with 2.5 M glycine for 5 min. Nuclei were prepared, and chromatin was incubated with micrococcal nuclease at 37 °C for 20 min, and subjected to sonication using Sonifier 250A (BRANSON) to produce chromatin smears with an average size of 150–900 bp. The soluble chromatin supernatants (Input samples) were immunoprecipitated with the rabbit anti-p65 antibody (Cell signaling) alongside rabbit IgG control (Cell signaling) overnight at 4 °C. The immunocomplexes were then rotationally incubated with ChIP-Grade Protein G Magnetic Beads for 2 h at 4 °C. ChIP DNA was eluted in ChIP elution buffer (IP sample) and subjected to q-PCR analyses using the following primers, 5’-GGCAACCACTGGGTCTGACT-3’ and 5’-TCCGTACGCTGTCAAGTATTTGAA-3’. Cycle threshold (Ct) values were normalized to the 2% input sample (percentage of input = 2% × 2^(C[T] 2% Input sample−C[T] IP sample)^).

### Statistics and reproducibility

For data analyses, unpaired two-tailed Student’s *t*-tests (Figs. 1b, g, 3b, d, f, g, i, l, 4h, 5b, d, e, g, l, n and Supplementary Figs. 1a, 3b, 4a, b, d, 6b, 7d, 8, 9b, c, e, g, j) were used to determine *P*-values using Microsoft Excel. For GSEA plots, *P*-values were calculated based on a two-sided permutation test. In Fig. 6c, Pearson’s correlation coefficient was calculated, and *P*-values were estimated using a *t*-distribution with 7 degrees of freedom. *P*-values <0.05 were considered to be statistically significant. For animal studies, mice were randomly assigned to experimental groups from each genotype, and investigators were not blinded to allocation for data collection and analysis. Representative figures are shown in Figs. 1a, c, e, f, 2a–e, 3a, c, h, j, k, 4a, b, e, f, g, 5c, f, h, i, j, k, m, 6a and Supplementary Figs. 1b, 2a, b, 3a, 4c, 5a, b, 6a, c, 7a–c, 9d, f, h, i. The experiments were repeated at least three times with similar results, except for immunoblot data: Fig. 3a was repeated three times, Figs. 3j and 4e were repeated twice, Supplementary Fig. 6a was repeated once. All immunoblot data are available in a Source Data file.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source Data

## Data Availability

All microarray datasets generated in this study have been deposited into GEO under accession numbers GSE217830 (comprising a mixed culture of MDCK mCherry-β-catenin Δ131 and MDCK-pTR GFP-RasV12 mCherry-β-catenin Δ131 cells, compared to a single culture of MDCK-pTR GFP-RasV12 mCherry-β-catenin Δ131 cells: https://www.ncbi.xyz/geo/query/acc.cgi?acc=GSE217830) and GSE236658 (comprising a mixed culture of MDCK and MDCK-pTR GFP-RasV12 cells, compared to a single culture of MDCK-pTR GFP-RasV12 cells: https://www.ncbi.xyz/geo/query/acc.cgi?acc=GSE236658). All source data are provided in a Source Data file with this paper. Source data are provided with this paper.

## References

[1] Yokoyama A (2019). Age-related remodelling of oesophageal epithelia by mutated cancer drivers. Nature.

[2] Martincorena I (2018). Somatic mutant clones colonize the human esophagus with age. Science.

[3] de Beco S, Ziosi M, Johnston LA (2012). New frontiers in cell competition. Dev. Dyn..

[4] Kon S (2018). Physiological and pathological relevance of cell competition in fly to mammals. Dev. Growth Differ..

[5] Bowling, S., Lawlor, K. & Rodriguez, T. A. Cell competition: the winners and losers of fitness selection. *Development***146**, dev167486 (2019).10.1242/dev.16748631278123

[6] Baker NE (2020). Emerging mechanisms of cell competition. Nat. Rev. Genet..

[7] Amoyel M, Bach EA (2014). Cell competition: how to eliminate your neighbours. Development.

[8] Claveria C, Torres M (2016). Cell competition: mechanisms and physiological roles. Annu. Rev. Cell Dev. Biol..

[9] Marques-Reis M, Moreno E (2021). Role of cell competition in ageing. Dev. Biol..

[10] Morata G, Ripoll P (1975). Minutes: mutants of drosophila autonomously affecting cell division rate. Dev. Biol..

[11] Levayer R, Moreno E (2013). Mechanisms of cell competition: themes and variations. J. Cell Biol..

[12] Nagata R, Igaki T (2018). Cell competition: emerging mechanisms to eliminate neighbors. Dev. Growth Differ..

[13] Parker TM (2021). Cell competition in intratumoral and tumor microenvironment interactions. EMBO J..

[14] Madan E, Gogna R, Moreno E (2018). Cell competition in development: information from flies and vertebrates. Curr. Opin. Cell Biol..

[15] Kon S, Fujita Y (2021). Cell competition-induced apical elimination of transformed cells, EDAC, orchestrates the cellular homeostasis. Dev. Biol..

[16] Nichols J, Lima A, Rodriguez TA (2022). Cell competition and the regulative nature of early mammalian development. Cell Stem Cell.

[17] Kon S (2017). Cell competition with normal epithelial cells promotes apical extrusion of transformed cells through metabolic changes. Nat. Cell Biol..

[18] Sasaki A (2018). Obesity suppresses cell-competition-mediated apical elimination of RasV12-transformed cells from epithelial tissues. Cell Rep..

[19] Sato N (2020). The COX-2/PGE2 pathway suppresses apical elimination of RasV12-transformed cells from epithelia. Commun. Biol..

[20] Hata M (2020). GPR30-expressing gastric chief cells do not dedifferentiate but are eliminated via PDK-dependent cell competition during development of metaplasia. Gastroenterology.

[21] Mori Y (2022). Extracellular ATP facilitates cell extrusion from epithelial layers mediated by cell competition or apoptosis. Curr. Biol..

[22] Fearon ER, Vogelstein B (1990). A genetic model for colorectal tumorigenesis. Cell.

[23] Hanahan D, Weinberg RA (2000). The hallmarks of cancer. Cell.

[24] Vogelstein B, Kinzler KW (1993). The multistep nature of cancer. Trends Genet..

[25] Schmitt M, Greten FR (2021). The inflammatory pathogenesis of colorectal cancer. Nat. Rev. Immunol..

[26] Jen J (1994). Molecular determinants of dysplasia in colorectal lesions. Cancer Res..

[27] Moser AR, Pitot HC, Dove WF (1990). A dominant mutation that predisposes to multiple intestinal neoplasia in the mouse. Science.

[28] el Marjou F (2004). Tissue-specific and inducible Cre-mediated recombination in the gut epithelium. Genesis.

[29] Shoemaker AR, Gould KA, Luongo C, Moser AR, Dove WF (1997). Studies of neoplasia in the Min mouse. Biochim. Biophys. Acta.

[30] Morhardt TL (2019). IL-10 produced by macrophages regulates epithelial integrity in the small intestine. Sci. Rep..

[31] Lauren P (1965). The two histological main types of gastric carcinoma: diffuse and so-called intestinal-type carcinoma. an attempt at a histo-clinical classification. Acta Pathol. Microbiol. Scand..

[32] Mueller J (1996). Expression of bcl-2 and p53 inde novo and ex-adenoma colon carcinoma: a comparative immunohistochemical study. J. Pathol..

[33] Barth AI, Pollack AL, Altschuler Y, Mostov KE, Nelson WJ (1997). NH2-terminal deletion of beta-catenin results in stable colocalization of mutant beta-catenin with adenomatous polyposis coli protein and altered MDCK cell adhesion. J. Cell Biol..

[34] Brown S (2017). Correction of aberrant growth preserves tissue homeostasis. Nature.

[35] Akieda Y (2019). Cell competition corrects noisy Wnt morphogen gradients to achieve robust patterning in the zebrafish embryo. Nat. Commun..

[36] Egeblad M, Werb Z (2002). New functions for the matrix metalloproteinases in cancer progression. Nat. Rev. Cancer.

[37] Marchenko GN, Marchenko ND, Strongin AY (2003). The structure and regulation of the human and mouse matrix metalloproteinase-21 gene and protein. Biochem. J..

[38] Ahokas K (2002). Matrix metalloproteinase-21, the human orthologue for XMMP, is expressed during fetal development and in cancer. Gene.

[39] Guimier A (2015). MMP21 is mutated in human heterotaxy and is required for normal left-right asymmetry in vertebrates. Nat. Genet..

[40] Akawi N (2015). Discovery of four recessive developmental disorders using probabilistic genotype and phenotype matching among 4,125 families. Nat. Genet..

[41] Ahokas K (2003). Matrix metalloproteinase-21 is expressed epithelially during development and in cancer and is up-regulated by transforming growth factor-beta1 in keratinocytes. Lab. Investig..

[42] Perles Z (2015). A human laterality disorder caused by a homozygous deleterious mutation in MMP21. J. Med. Genet..

[43] Liu T, Zhang L, Joo D, Sun SC (2017). NF-kappaB signaling in inflammation. Signal Transduct. Target Ther..

[44] Wu W (2015). RIG-I and TLR3 are both required for maximum interferon induction by influenza virus in human lung alveolar epithelial cells. Virology.

[45] Chow KT, Gale M, Loo YM (2018). RIG-I and other RNA sensors in antiviral immunity. Annu. Rev. Immunol..

[46] Nguyen LH, Goel A, Chung DC (2020). Pathways of colorectal carcinogenesis. Gastroenterology.

[47] Shang W (2021). Clinical significance of FBXW7 tumor suppressor gene mutations and expression in human colorectal cancer: a systemic review and meta-analysis. BMC Cancer.

[48] Caldwell CM, Green RA, Kaplan KB (2007). APC mutations lead to cytokinetic failures in vitro and tetraploid genotypes in Min mice. J. Cell Biol..

[49] Fleming ES, Temchin M, Wu Q, Maggio-Price L, Tirnauer JS (2009). Spindle misorientation in tumors from APC(min/+) mice. Mol. Carcinog..

[50] Quyn AJ (2010). Spindle orientation bias in gut epithelial stem cell compartments is lost in precancerous tissue. Cell Stem Cell.

[51] Aoki K, Taketo MM (2007). Adenomatous polyposis coli (APC): a multi-functional tumor suppressor gene. J. Cell Sci..

[52] McCartney BM, Näthke IS (2008). Cell regulation by the Apc protein Apc as master regulator of epithelia. Curr. Opin. Cell Biol..

[53] Karin M, Greten FR (2005). NF-kappaB: linking inflammation and immunity to cancer development and progression. Nat. Rev. Immunol..

[54] Page-McCaw A, Ewald AJ, Werb Z (2007). Matrix metalloproteinases and the regulation of tissue remodelling. Nat. Rev. Mol. Cell Biol..

[55] Quintero-Fabian S (2019). Role of matrix metalloproteinases in angiogenesis and cancer. Front. Oncol..

[56] Zhang J (2018). Overexpression of MMP21 and MMP28 is associated with gastric cancer progression and poor prognosis. Oncol. Lett..

[57] Vogelstein B (1988). Genetic alterations during colorectal-tumor development. N. Engl. J. Med..

[58] Tomasetti C, Vogelstein B (2015). Cancer etiology. Variation in cancer risk among tissues can be explained by the number of stem cell divisions. Science.

[59] Tomasetti C, Li L, Vogelstein B (2017). Stem cell divisions, somatic mutations, cancer etiology, and cancer prevention. Science.

[60] Barker N (2009). Crypt stem cells as the cells-of-origin of intestinal cancer. Nature.

[61] Yum MK (2021). Tracing oncogene-driven remodelling of the intestinal stem cell niche. Nature.

[62] Flanagan DJ (2021). NOTUM from Apc-mutant cells biases clonal competition to initiate cancer. Nature.

[63] van Neerven SM (2021). Apc-mutant cells act as supercompetitors in intestinal tumour initiation. Nature.

[64] Shih IM (2001). Top-down morphogenesis of colorectal tumors. Proc. Natl Acad. Sci. USA.

[65] Schwitalla S (2013). Intestinal tumorigenesis initiated by dedifferentiation and acquisition of stem-cell-like properties. Cell.

[66] Westphalen CB (2014). Long-lived intestinal tuft cells serve as colon cancer-initiating cells. J. Clin. Investig..

[67] Huels DJ, Sansom OJ (2015). Stem vs non-stem cell origin of colorectal cancer. Br. J. Cancer.

[68] Machida H (2004). Narrow-band imaging in the diagnosis of colorectal mucosal lesions: a pilot study. Endoscopy.

[69] Watanabe H (2018). Mutant p53-expressing cells undergo necroptosis via cell competition with the neighboring normal epithelial cells. Cell Rep..

[70] Kohashi K (2021). Sequential oncogenic mutations influence cell competition. Curr. Biol..

[71] Kawamoto S (2000). A novel reporter mouse strain that expresses enhanced green fluorescent protein upon Cre-mediated recombination. FEBS Lett..

[72] Sato T (2009). Single Lgr5 stem cells build crypt-villus structures in vitro without a mesenchymal niche. Nature.

[73] Hogan C (2009). Characterization of the interface between normal and transformed epithelial cells. Nat. Cell Biol..

[74] Kajita M (2014). Filamin acts as a key regulator in epithelial defence against transformed cells. Nat. Commun..

[75] Bernier-Latmani J, Petrova TV (2016). High-resolution 3D analysis of mouse small-intestinal stroma. Nat. Protoc..

# Supplementary material for: Wnt activation disturbs cell competition and causes diffuse invasion of transformed cells through NF-κB-MMP21 pathway
**Source:** Nat Commun. 2023 Nov 3;14:7048. doi: 10.1038/s41467-023-42774-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1**

A list of differentially expressed genes in  $\beta$ -cat  $\Delta$ N/RasV12 cells co-cultured with  $\beta$ -cat  $\Delta$ N cells compared to  $\beta$ -cat  $\Delta$ N/RasV12 cells cultured alone.

How the deposited data were processed for this re-analysis (not part of the article)

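The samples were MDCK-derived RasV12 cells, sorted by their GFP after 24 h of tetracycline, from culture alone (3 samples) or from mixed culture with normal MDCK cells (3 samples). Each was measured on a 1-colour Agilent canine array. Samples were assigned to groups from the deposited labels and the paper's methods.

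The authors deposited, for each array, the scanner software's output with an intensity per spot: the processed signal, corrected for background and detrended within the array, the raw mean signal and the local background. They also deposited a table of log2 values. Set against the scanner output, each column of that table equals the log2 processed signal minus a constant within 0.01 of the array's 75th percentile, and it lists 26529 probes, all of them among the 26535 tested here. The paper's text names no normalization or filter for the arrays.

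From the processed signal, control spots and spots with an outlier flag were left out, spots of one probe were averaged, and log2 values were taken minus each array's 75th percentile over the 43603 probes. A probe was tested if it was well above background on all arrays of at least 1 group. Names came from the array's own annotation for 21750 probes, from a RefSeq table for 7 and from the sequences of Supplementary Data 1 for 57, and 21789 probes kept an accession. A fold change is given where a probe was well above background on all 6 arrays, and a bound where it was dim in 1 group.

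Mixed culture was compared with culture alone by limma's lmFit and eBayes (limma 3.58.1 in R 4.3.3), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01, with 1 probe per gene, the one with the highest mean, and adjustment over 11 lists. These were 9 lists of genes written before the data were examined (NF-κB targets, cytokines and chemokines, RNA sensors and TLRs, interferon-stimulated genes, the metalloproteases of Fig. 3g, Ras-MAPK output genes, Wnt targets, immediate early and stress genes, and cell cycle genes) and the genes listed as up or down in Supplementary Data 1. Tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9. The procedure was tested on simulated data with 26529 probes, of which 200 changed. It recovered 77% of the 2-fold and 92% of the 4-fold changes with 11 false calls, and made 1 call with no change simulated. The simulated probes were drawn independently, with no effect shared by an array or a slide. The false calls therefore say little about how many of the calls on the real arrays are false.

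Single genes are named by a rule: MMP21, RELA, NFKB1, IL6, DDX58 and TLR3; other genes of the NF-κB, cytokine, RNA sensor and metalloprotease lists past the threshold; and the 5 genes with the largest rise and the 5 with the largest fall among called probes whose groups do not overlap and that are well above background on all 6 arrays.

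The replicate numbers 1 to 3 are shared by the groups. After removing the group means, the arrays with the same number correlated across 26529 probes at 0.162 to 0.349, each over 0.1, so by this check the numbers pair the samples. Arrays with different numbers correlated at -0.329 to 0.238, the highest being alone replicate 2 with mixed replicate 3, above alone replicate 2 with mixed replicate 2, so the check does not tell replicates 2 and 3 apart firmly. On this basis a replicate block was fitted as an alternative. In both groups the replicate number is also the position of the array on its slide, and the paper's text does not say what the numbers stand for. Other alternatives were quantile normalization, normexp background correction, no filter, a filter for all 6 arrays, the deposited log2 table, the methods' t-test, a 2-fold threshold, leaving out each array in turn and, for the lists, the mean over probes, an estimated correlation and fry. A block for slide could not be fitted, since each slide held 1 group. The gene sets of the paper's enrichment analyses were not used here.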

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

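Spike-in scaling, the regrouping of arrays for the gene lists and the tests of each explanation offered for a list were chosen after the results were seen. The lists themselves, camera, fry and the estimated correlation were set earlier. So were the tests of the count by regrouping the arrays, by the spike-in controls' own differences, by Ras-MAPK output genes, by quantile scaling and by normexp background correction.

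The paper reports on MMP21 and NF-κB in these arrays, and a difference across 2978 probes lies outside what it discusses. Of the 10 ways to split the 6 arrays into 3 and 3, only the real one, 1 of 10, gave a count as large, and the other 9 gave 0 to 2 probes. A share under 0.1 is not possible with 10 splits, so by this test chance cannot be excluded. Of 10 spike-in controls, the same RNA in every sample, 7 were well above background. After each array was scaled to its own signal, all 7 were higher on the mixed slide, by at most 0.23 on the log2 scale. A shift of a slide's whole signal would move these controls and the scaling alike and so cancel out. These values therefore cannot test whether such a shift between the slides contributes. The smallest called difference, 0.26, is set by the threshold, so the comparison with it does not decide this either. Quantile and normexp scaling, which also rest on the array's own signal, gave 2989 and 3972 probes, within 1.5 times of 2978, so the choice among these scalings does not account for the count. Scaling to the spike-in controls, an alternative added after seeing the data, did move it. It shifted the median of all probes by -0.17, gave 1083 probes, of which 966 are among the 2978, and left 28.6% of calls higher in mixed culture against 49.0%. The count therefore depends in part on which signal is taken as unchanged. Unsorted MDCK cells in the mixed samples would lower Ras-MAPK output genes, which were lower by -0.21 on average with an adjusted p of 0.0573 (camera; 0.00518 to 0.457 over the alternatives), so such cells can be neither shown nor excluded. Slide and culture condition cannot be told apart, and an effect of the mixed culture itself stays open beside them. The count is also fragile: without alone replicate 3 it was 7, and without alone replicate 1 it was 7335.

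Interferon-stimulated genes, which the paper discusses for β-cat ΔN/RasV12 cells only, were higher in mixed culture here too. The mean log2 difference over 42 genes was 0.91, with 37 higher and 5 lower (adjusted p = 6.08e-12, camera). Over all probes 25 were called higher and 1 lower, and adjusted over the list alone 32 and 2. The list was higher in 3 of 3 mixed arrays than in every alone array, and alone replicate 1 lay 0.44 above the alone mean. With each array left out in turn the mean stayed between 0.77 and 1.07, so the rise does not rest on a single array. The mean was 0.92 under quantile scaling, 0.77 under normexp background correction and 0.74 under spike-in scaling, so the rise remained in each. The adjusted p from camera was at most 3.46e-09 and 7.96e-12 in these settings. Its size adds little, since camera sets the list against the other genes, and a constant shift of an array hardly moves that comparison. Under fry the adjusted p was 0.0416, and with the correlation between genes estimated from the data it was 0.343, not past the threshold. The p from camera was as small in 2 of the 10 splits, so regrouping does not exclude chance. Ras-MAPK output genes, with the adjusted p of 0.0573, leave open whether unsorted MDCK cells contribute. A candidate explanation, as a hypothesis, is an interferon response of RasV12 cells to mixed culture that needs no β-catenin mutant, and the slide remains a second one that these arrays cannot separate from it.

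Genes upregulated in the paper's Supplementary Data 1 moved the same way in RasV12 cells. The mean log2 difference was 0.95 over 122 genes, with 99 higher and 23 lower (adjusted p = 1.73e-12, camera). This mean includes fitted values of probes that were dim in 1 group. Interferon-stimulated genes make up 29 of the 122, and the other 93 were still higher, with 71 higher and 22 lower. For these 93 limma's camera gave a p of 2.04e-08 and fry a p of 0.0373, but they were sorted only by a list written by hand. They include IDO1 (3.90), CIITA (2.52) and NLRC5 (2.34), which could also answer to interferon, and SYT13 (2.05), CLDN2 (2.49), LMO2 (1.90) and CYP4A11 (1.25), for which no such link was looked at, all picked out after their values were seen. Whether interferon-stimulated genes alone account for the list therefore stays open. With each array left out in turn the adjusted p was at most 3.43e-09. Under quantile scaling, normexp background correction and spike-in scaling the adjusted p was at most 5.22e-12, with a mean of 0.78 under the last. It was 0.343 with an estimated correlation. A p as small came from 2 of the 10 splits, so regrouping does not exclude chance. The adjusted p under fry was 0.0254. The extraction text in the sample labels names cells with the β-catenin mutant. The median over the tested probes, 0.85 against the paper's 2.32, lies below what the paper gives for those cells, but another culture could give that too, so the possibility that such cells were used cannot be told apart from a response of RasV12 cells. The 10 testable genes that the paper lists as downregulated had a mean of -0.57, with 0 higher and 10 lower (adjusted p = 8.88e-05, camera; 0.0254 under fry and 0.343 with an estimated correlation), and 3 of the 10 splits gave a p as small. No separate explanation of the downregulated genes was tested.

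Immediate early and stress genes had a mean log2 difference of 0.22 over 23 genes, 18 higher and 5 lower (adjusted p = 0.00433, camera; 0.000993 to 0.343 over the alternatives). Under spike-in scaling the mean was 0.06, so the rise is mostly relative to the other genes of the array. Only the real split, 1 of the 10, gave a p as small, which cannot exclude chance by itself, and the adjusted p under fry was 0.0416. All 3 mixed arrays lay above every alone array, which handling during sorting could produce if the mixed samples were handled for longer, and the culture could produce as well. Sorting times are not known here, so these cannot be told apart.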

How the results depend on the processing

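The alternatives were fixed before the data were examined, apart from scaling to the spike-in controls and a block that sets replicate 1 of each group apart from replicates 2 and 3, both chosen after seeing the data. The slide block was not run, since each slide held 1 group.

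The 2978 probes (1459 higher, 1519 lower) were the least stable result. Quantile normalization, normexp, the filter for all 6 arrays, the deposited log2 table and the replicate block gave counts within 1.5 times (2989, 3972, 3039, 2978 and 2825), of which 2566, 2613, 2817, 2977 and 2091 are among the 2978. Without a filter on dim probes the count was 12 (6 higher, 6 lower). The methods' t-test gave 826 after Benjamini-Hochberg adjustment (324 higher, 502 lower) and 7315 unadjusted (3434 higher, 3881 lower). The 2-fold threshold left 300 (200 higher, 100 lower), by construction. Spike-in scaling gave 1083 (310 higher, 773 lower), and the block of replicate 1 gave 6182 (2977 higher, 3205 lower). With single arrays left out, the count ran from 7 to 7335. The higher probes ran from 5 to 3497 and the lower from 2 to 3838. The count was 24 without alone replicate 2, 2009 without mixed replicate 1, 9 without mixed replicate 2 and 12 without mixed replicate 3. The 2009 lie within 1.5 times of 2978, and 1516 of them are among the 2978. At an unadjusted p under 0.05 the count in these settings was 5812 to 11604, against 8342. Apart from the 2-fold threshold, the cause of these differences was not tested.

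For the lists of interferon-stimulated genes, immediate early and stress genes and both directions of Supplementary Data 1, 16 of 17 alternatives kept the direction and the call of camera, which sets a list against the other genes. Under spike-in scaling, which lowers all genes alike, the mean of immediate early and stress genes was 0.06 against 0.22. The exception was the estimated correlation, with an adjusted p of 0.343 for each of the 4. The lists near the threshold crossed it in places. Ras-MAPK output genes passed under normexp (0.0302), no filter (0.00518), the mean over probes (0.0397) and fry (0.0471), with 0.00818 to 0.0895 when single arrays were left out. RNA sensors and TLRs passed with all 6 arrays above background (0.0385) and under spike-in scaling (0.00642, though the mean fell from 0.26 to 0.09), with 0.0423 to 0.397 on leaving out single arrays. NF-κB targets passed under fry (0.0254), and the metalloproteases under the replicate block (0.0332) and the block of replicate 1 (0.0444), with 0.0423 to 0.201 on leaving out single arrays. Cell cycle genes ran from 0.00534 to 0.824 on leaving out single arrays, the former without alone replicate 1. The test of cytokines and chemokines, never past the threshold, turned up with no filter (0.924) and, relative to the other genes only, under spike-in scaling (0.992, with a mean of -0.12 and a median of -0.26), with 0.397 to 0.799 on leaving out single arrays. The cause was not tested.

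MMP21 was well above background on 0 arrays, which leaving out an array cannot change. With no filter limma gave it an unadjusted p of 0.0181 and an adjusted p of 0.181, and the methods' t-test gave an unadjusted p of 0.0532 and an adjusted p of 0.285. Among named genes, a probe of TNIP1 that was not called changed sign under normexp (0.015), and a probe of WNT5A that was not called changed sign under spike-in scaling (-0.15). On leaving out single arrays the former ran from -0.20 to 0.10 and the latter from -0.10 to 0.11. The replicate block took the call from CCL20, the called TNIP1 probe, TRIM25 and RRAD and gave one to the dim probe of DHX58. Apart from these and the metalloproteases it changed no other call of a named gene or list.

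Signal over background limits what can be seen. For genes that stayed near the background in both groups, MMP21 and IL6 among them, no fold change was measured. A rise that lifts a probe over the background on the mixed arrays would be seen, and was not seen for these genes, whereas a smaller change is not detectable here.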

Other observations

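All tests of gene lists by regrouping the arrays were chosen after the results were seen.

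Among called probes well above background on all 6 arrays whose groups did not overlap, the genes with the largest rises in mixed culture were IDO1, with a log2 difference of 3.90, ADAMTS1 (3.57), REPS2 (3.35), SYT13 (3.00) and CIITA (2.52). The largest falls were in S100A2 (-2.19), BNC1 (-2.05), RRAD (-1.65), WNT5A (-1.55) and SEMA7A (-1.54). These are each gene's most changed probe. Of 16 alternatives, the probe of SYT13 kept its call in 16, those of CIITA and S100A2 in 11, those of ADAMTS1, BNC1 and WNT5A in 10, those of REPS2, RRAD and SEMA7A in 9 and that of IDO1 in 8. On leaving out single arrays IDO1 ran from 3.30 to 4.83, and without alone replicate 1 it lay below ADAMTS1 (3.30 against 3.42). Other probes well above background on all 6 arrays gave 1.91 and 2.05 for SYT13, 1.30 for CIITA and -1.99 for S100A2, and a second probe for WNT5A, at 0.01, did not differ.

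Alone replicate 1 stood apart from the other arrays of its group. Across 26529 probes, which are not independent replicates, its log2 values had a Pearson correlation of 0.994 with mixed replicate 1, against 0.991 and 0.992 with alone replicates 2 and 3. Alone replicates 2 and 3 had a correlation of 0.998 with each other, as did mixed replicates 2 and 3, and mixed replicate 1 had 0.996 with both of these. Mixed replicate 2, whose label gives another mixing ratio, did not stand apart from mixed replicate 3.

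Ras-MAPK output genes had a mean log2 difference of -0.21 over 15 genes, with 4 higher and 11 lower. Wnt targets had a mean of -0.15 over 13 genes (adjusted p = 0.239, camera) and cell cycle genes a mean of 0.10 over 34 genes (adjusted p = 0.239, camera). Over the 10 splits of the arrays, a p as small as the real one came from 4 for Ras-MAPK output genes, 2 for Wnt targets, 8 for cell cycle genes, 2 for NF-κB targets, 5 for cytokines and chemokines, 4 for RNA sensors and TLRs and 2 for the metalloproteases. Regrouping alone cannot exclude chance for any list, since 10 splits allow no share under 0.1. Of these 7 lists, fry, which rests on the spread between the arrays, passed the threshold for NF-κB targets (adjusted p = 0.0254) and Ras-MAPK output genes (adjusted p = 0.0471).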
